# The Roles of *Arabidopsis* CDF2 in Transcriptional and Posttranscriptional Regulation of Primary MicroRNAs

**DOI:** 10.1371/journal.pgen.1005598

**Published:** 2015-10-16

**Authors:** Zhenfei Sun, Tongtong Guo, Yin Liu, Qi Liu, Yuda Fang

## Abstract

The precise regulation of microRNA (miRNA) transcription and processing is important for eukaryotic development. Plant miRNAs are first transcribed as stem-loop primary miRNAs (pri-miRNAs) by RNA polymerase II,then cleaved in the nucleus into mature miRNAs by Dicer-like 1 (DCL1). We identified a cycling DOF transcription factor, CDF2, which interacts with DCL1 and regulates the accumulation of a population of miRNAs. CDF2 binds directly to the promoters of some miRNAs and works as a transcription activator or repressor for these miRNA genes. CDF2 binds preferentially to the pri-miRNAs regulated by itself and affects DCL1-mediated processing of these pri-miRNAs. Genetically, CDF2 works in the same pathway as miR156 or miR172 to control flowering. We conclude that CDF2 regulates a group of pri-miRNAs at both the transcriptional and posttranscriptional levels to maintain proper levels of their mature miRNAs to control plant development.

## Author Summary

CDFs were identified to play roles in the blue light signaling. This study reveals that CDF2 acts as a transcriptional activator or repressor of a group of microRNA (miRNA) genes and binds to the pri-miRNA transcripts. This study demonstrates that CDF2 interacts with the Dicer-like 1 (DCL1) complex and suppresses the processing of primary miRNAs. Genetic analysis shows that CDF2 works in the same pathway as miR156 or miR172 to control flowering. The finding that the miRNA accumulation is regulated by a factor at both the transcriptional and posttranscriptional levels may have a broad impact on the miRNA biogenesis field. The regulation of miRNA abundance by CDF2 sheds light on the roles of miRNAs in the light signaling pathways.

## Introduction

The 20–22 nt-long microRNAs (miRNAs) are essential regulators in many biological processes in almost all eukaryotes [1]. miRNAs are processed from stem-loop primary transcripts (pri-miRNAs), which are transcribed by DNA-dependent RNA polymerase II [2]. In plants, pri-miRNAs are captured by the RNA-binding protein dawdle (DDL), which presumably stabilizes pri-miRNAs [3], then processed in a two-step manner in the nucleus into mature miRNAs by a single RNAse III enzyme, dicer-like1 (DCL1) [4] and its partner, the double-strand RNA-binding domain (dsRBD) protein hyponastic leaves1 (HYL1) [5]. Other proteins involved include the zinc finger domain protein serrate (SE) [6], C-terminal domain phosphatase-like 1 (CPL1) [7], the nuclear cap-binding complex [8], TOUGH [9], and MOS2 [10].

Cycling DOF transcription factors (CDFs) are members of the DNA-binding with one finger (Dof) gene family [11,12]. The roles of several Dof-type zinc finger transcription factors are known. The *Dof affecting germination 1* (*dag1*) mutant does not require light for germination [13], in contrast to the *dag2* mutant [14]. Overexpression of AtOBP3 in *Arabidopsis* resulted in altered root development and yellowish leaves [15]. AtCOG1 is a negative regulator in the phyA and phyB signaling pathways [16]. CDFs are involved in photoperiodic flowering; each *cdf* mutant exhibits an early flowering phenotype [11]. Dofs may also function in flowering regulation in bamboo [17]. The blue light photoreceptor FKF1 interacts with CDF transcription factors for poly-ubiquitination-dependent degradation [18].

Several factors were recently identified to be involved in miRNA transcription and processing. NOT2 coordinates *MIR* transcription and efficient DCL1 recruitment in *Arabidopsis* miRNA biogenesis [19]. The transcription factor CDC5 reduces *MIR* promoter activity, interacts with the DCL1 complex, and is required for miRNA processing in *Arabidopsis* [20]. MeCP2 inhibits gene transcription and also suppresses miRNA processing by binding to the RNA-binding domains of human DGCR8 [21]. Drosha and DCL4 modulate transcription termination of HIV-1 and FCA, respectively [22,23]. Therefore, it is of interest to address whether and how the transcription and processing of pri-miRNAs are coordinated.

In this study, we identified the transcription factor CDF2 that interacts with DCL1. We uncovered the roles of CDF2 in miRNA biogenesis at both the transcription and post-transcription levels to regulate plant flowering.

## Results and Discussion

### CDF2 interacts with DCL1

To identify new components involved in regulation of miRNA biogenesis, we performed a yeast two-hybrid screening for proteins that interact with the two C-terminal dsRBDs of DCL1 (DCL1-RBD, aa 1733–1910), which complement the phenotypes of *hyl1* mutant and are important for protein–protein interactions and pri-miRNA bindings [24, 25]. Among the obtained 54 independent prey clones, 15 represented DCL1, which is consistent with the findings of previous studies that DCL1 can interact with itself [24,25]. Four independent prey clones contained various C-terminal fragments of CDF2. We then examined the interactions between full length of DCL1/HYL1 and CDF2 by yeast two-hybrid assays, the results showed that CDF2 can interact with DCL1 and HYL1 (Fig 1A).

**Fig 1:**
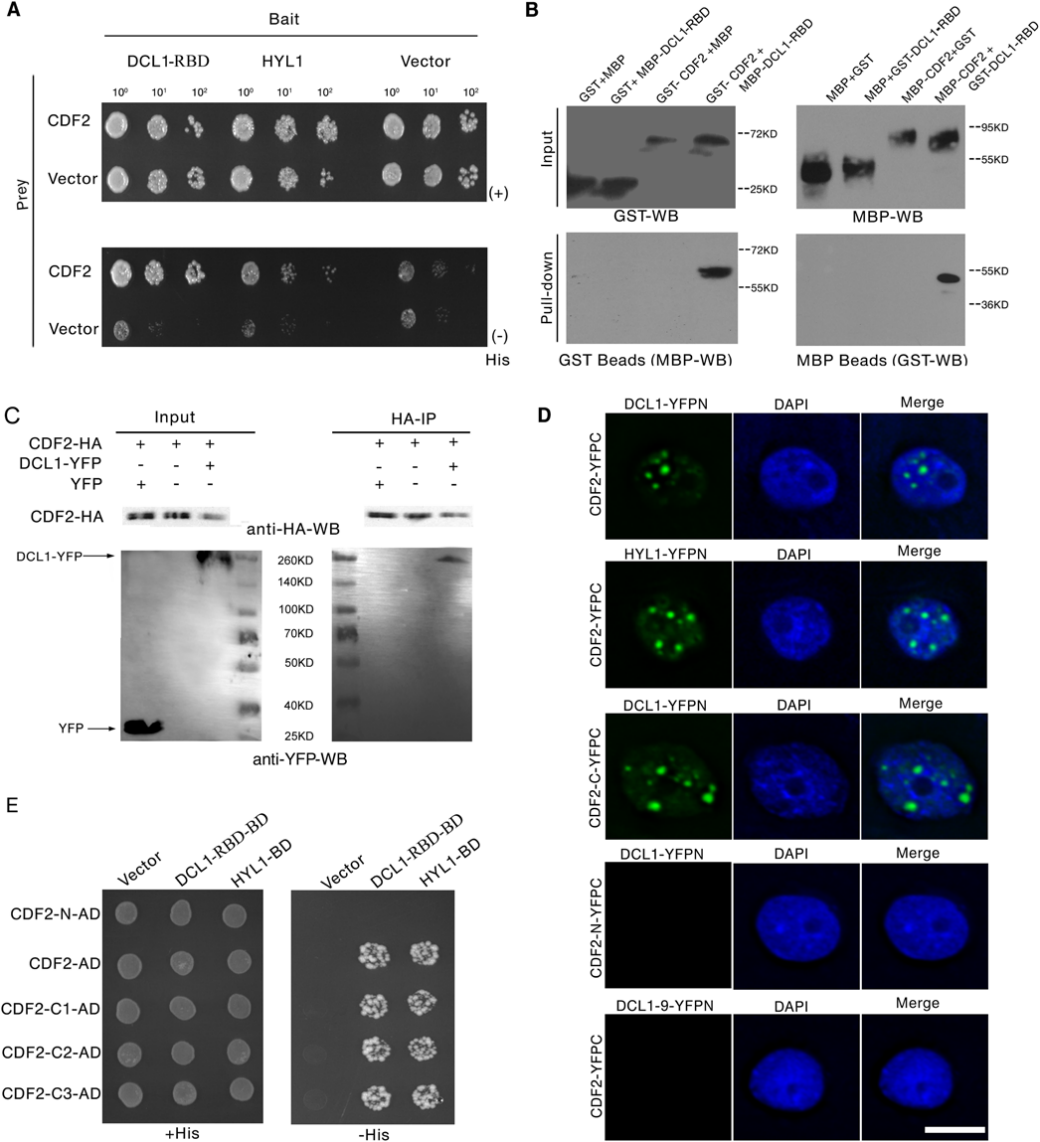
CDF2 interacts with DCL1. (**A**) Yeast two hybrid assays show the interactions between CDF2 and DCL1-RBD or HYL1. Co-transformed yeast colonies were spotted on the selective SC medium minus Trp and Leu, and then grown on SC medium minus His, Trp, and Leu supplemented with 5mM 3-amino-1, 2, 4-triazole (3-AT). (**B**) GST and MBP pull-down assays show the interaction between CDF2 and DCL1. (**C**) Co-IP assay shows the interaction between CDF2 and DCL1. The protein extracts from 22-day-old *Arabidopsis* plants coexpressing *pCDF2*::*CDF2-HA* and *pDCL1*::*DCL1-YFP* were incubated with anti-HA–conjugated agarose. The pellet was analyzed by immunoblotting with anti-HA and anti-GFP antibodies. (**D**) Bimolecular Fluorescence Complementation (BiFC) assays show that CDF2 or the C-terminal fragment of CDF2 (CDF2-C) interact with DCL1/HYL1 in D-bodies, while no interactions were observed between CDF2 and DCL1-9 or the N-terminal fragment of CDF2 (CDF2-N) and DCL1. Scale bar = 10μm. (**E**) Yeast two hybrid assays show that the C terminal fragment of CDF2 interacts with DCL1-RBD. C1, aa 189–457; C2, aa 271–457; C3, aa 360–457.

We confirmed the interaction between DCL1 and CDF2 using maltose-binding protein (MBP) and glutathione S-transferase (GST) pull-down assays. The purified fusion proteins MBP-CDF2, MBP-DCL1-RBD, GST-CDF2, and GST-DCL1-RBD were clearly observed on a sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) gel stained with coomassie dye (S1 Fig) The GST and MBP proteins were included in parallel assays as negative controls (Fig 1B). The pull-down results showed that the fusion proteins MBP-DCL1-RBD and GST-DCL1-RBD interact with GST-CDF2 and MBP-CDF2, respectively, whereas no interactions with the controls were observed (Fig 1B).

Co-IP experiments were then performed to confirm the interaction *in vivo*. Total proteins were extracted from 22-day-old *Arabidopsis* plants coexpressing hemagglutinin (HA)-labeled CDF2 (*pCDF2*::*CDF2-HA)* and yellow fluorescent protein (YFP)-labeled DCL1 (*pDCL1*::*DCL1-YFP*), which were generated by crossing *pCDF2*::*CDF2-HA* with *pDCL1*::*DCL1-YFP* transgenic lines [26] (S2A–S2D and S5B Figs). For a negative control, the proteins were extracted from the plants co-expressing *pCDF2*::*CDF2-HA/cdf2* and *p35S*::*YFP*. These proteins were then incubated with HA-conjugated agarose beads to immunoprecipitate DCL1. DCL1-containing complexes were separated by a sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and immunoblotted with anti-green fluorescent protein (GFP) and anti-HA antibodies, respectively. CDF2 was observed to interact with DCL1 (Fig 1C).

Bimolecular Fluorescence Complementation (BiFC) assays were performed to further investigate the interaction between CDF2 and components in microprocessor. As shown in Fig 1D, we found that CDF2 interacts with DCL1/HYL1 in nuclear dicing bodies, possibly through the C-terminal fragment of CDF2 (CDF2-C). In contrast, no interactions were observed between CDF2 and DCL1-9, a C-terminal DsRBDs-truncated form of DCL1, or the N-terminal fragment of CDF2 (CDF2-N) and DCL1.

We then determined the fragment of CDF2 which interacts with DCL1 using a yeast two-hybrid assay. CDF2 contains an N-terminal Dof domain and a C-terminal fragment of unknown function. The results showed that the C-terminal fragments of CDF2 interacted with DCL1 as strongly as the full-length CDF2 (Fig 1D), We then narrowed down the fragment that interacts with DCL1, we found that the fragments of CDF2 (aa 361–398, aa 396–457, aa 396–421 and 385–400) failed to bind to DCL1 (S3 Fig), indicating that the interaction between CDF2 and DCL1 was mediated by the C-terminal region (aa 360–436) of CDF2.

### The accumulation of a group of miRNAs is affected by CDF2

As CDF2 interacts with the microprocessor DCL1/HYL1, we then investigated if miRNAs are regulated by CDF2. To this end, we applied high-throughput sequencing to analyze the global miRNAs in 22-day-old plants of Col and *cdf2*, using *dcl1-9* mutant as a control. 

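Small RNAs from 22-day-old seedlings of the wild type (Col), the cdf2 mutant and the dcl1-9 mutant, in which the enzyme that cuts miRNA precursors is impaired, were sequenced in 3 libraries, 1 per genotype. No difference between genotypes therefore has a replicate check, and the intervals given with fold changes cover counting error only. Intervals of medians and of shares of miRNAs are taken across miRNAs, which are not independent replicates. The authors trimmed the adaptors, mapped the reads with Bowtie to the miRNA hairpins of miRBase 15, aligned them to version 16 of the miRNA database, and deposited the number of reads for each miRNA without normalization. The Col and cdf2 libraries list 328 miRNAs each, of which 273 have reads in Col and 268 in cdf2. The dcl1-9 library lists 338 miRNAs under partly later names, of which 150 have reads. The counts were scaled to RPM by the total reads the paper states for each library, so that 1 read stands for 0.0870 RPM in Col, 0.0810 in cdf2 and 0.0764 in dcl1-9. Of the 328 miRNAs in the Col library, 308 were joined to the dcl1-9 library, 16 of them through a later name under which the authors' deposited table repeats the Col count. The files list nearly the same count for most members of a family that share a mature sequence, so a read can stand in several counts, and counting intervals of family sums are too narrow for that reason. No mRNA was measured in these libraries, and the transcripts of CDF2 and DCL1 were not analysed here.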

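The miRNA counts add up to 8833288 in Col, 5248526 in cdf2 and 378685 in dcl1-9, with reads shared by family members counted once per member. Taking only the member with the most reads in each family leaves 2669903 reads in Col, 1623741 in cdf2 and 80167 in dcl1-9. These are 23.2% of the library total of 11489298 in Col, 13.1% of 12349211 in cdf2 and 0.613% of 13081202 in dcl1-9. The authors' deposited tables divide by other library totals, which are 14073145 reads for Col, 14406060 for cdf2 and 9443719 for dcl1-9.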

Totally, 114,892,98, 123,492,11 and 130,812,02 reads were obtained from WT, *cdf2* and *dcl1-9*, and 13,233,29 (54.98%), 24,975,74 (75.97%) and 11,882,21 (53.42%) reads, representing 7,275,87, 18,973,61 and 6,346,98 distinct sequences, respectively, matched the *Arabidopsis* genome. 

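The levels of 273 miRNAs with reads were compared between the libraries as log2 of the RPM plus 1. Across miRNAs, which are not independent replicates, Pearson's r was 0.992 and Spearman's rho 0.968 between Col and cdf2. Between Col and dcl1-9, Pearson's r was 0.857 and Spearman's rho 0.711. Between cdf2 and dcl1-9, these values were 0.848 and 0.704. Average linkage on 1 minus Pearson's r joined Col and cdf2 first, at a height of 0.00813, and dcl1-9 joined them at 0.147. With 1 library per genotype, the distance between 2 libraries of the same genotype is not known.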

The sequencing data for all known miRNAs were subjected to hierarchical clustering in an unsupervised manner to analyze the extent of differential miRNAs [27] (Figs 2A and S4, S1 and S2 Tables). At least 1.5-fold changes in the levels were observed for 72 of 195 miRNAs detected in both Col and the *cdf2* mutant. Among these, 52 (72%) were significantly downregulated, whereas 20 (28%) were upregulated. 

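Of the 328 miRNAs listed, 257 had at least 1 read in both Col and cdf2. The levels of 140 of these differed by at least 1.5-fold between the libraries. Low counts hold many of these changes, since only 84 miRNAs changed by that much among those with at least 10 reads in each library. With two-sided Fisher's exact tests on the reads and Benjamini-Hochberg adjustment, 80 miRNAs changed by at least 1.5-fold with an adjusted p under 0.05, of which 62 were lower and 18 higher in cdf2. These tests compare the 2 libraries and not the 2 genotypes. When a biological coefficient of variation of 0.2 was assumed in edgeR's exact test, 9 miRNAs passed, 4 lower and 5 higher. At an assumed 0.4 none passed after adjustment while 6 had an unadjusted p under 0.05, but at that value the test called 0 of 14 simulated 3-fold changes of miRNAs with at least 100 reads. Among miRNAs with at least 100 reads in both libraries together, the largest rises in cdf2 were those of miR172b*, from 1275 to 3547 reads (2.59-fold), miR857, from 69 reads (2.24-fold), and miR869.2, from 667 to 1428 reads (1.99-fold). They were followed by miR854a to miR854e, which share 1 sequence and the same counts and rose from 57 to 111 reads (1.81-fold). The largest falls were those of miR164c, from 1654 to 443 reads (4.01-fold), miR771, to 63 reads (2.93-fold), miR391, from 38218 to 14149 reads (2.90-fold), miR5020b, from 270 to 118 reads (2.46-fold), and miR841b, from 99 to 44 reads (2.42-fold). Each of these kept its direction with the sum of miRNA reads, the genome-matched reads, DESeq2's size factors and TMM as the scale, although the rise of miR854 was then as low as 1.03-fold.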

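Of the 140 miRNAs that changed by at least 1.5-fold, 95 were lower and 45 were higher in cdf2, so that 67.9% of them were lower. The median log2 fold change of the 229 miRNAs with at least 10 reads in both libraries together was -0.40 (95% interval from order statistics -0.49 to -0.27). This split depends on the total to which the libraries are scaled. With the genome-matched read numbers of the paper, which in Col are fewer than the miRNA reads, 182 were lower and 12 higher. With edgeR's TMM normalization, 66 were lower and 57 higher, and with DESeq2's size factors 41 were lower and 76 higher. With the sum of the miRNA reads in each library, 21 were lower and 116 higher. The totals in the authors' deposited tables, on which their own RPM values rest, gave 91 lower and 48 higher, near the split by total reads. Each scaling multiplies all fold changes by 1 factor. The 21 miRNAs that were lower with the sum of miRNA reads were therefore lower by at least 1.5-fold under every scaling. The 12 that were higher with the genome-matched reads were likewise higher under every scaling. These numbers are set by the most extreme scalings and are not an agreement of separate analyses. Only 14 of these lower and 4 of these higher miRNAs were also beyond counting error by Fisher's exact test on total reads. Of the 39 miRNAs with at least 10000 reads in both libraries together, which hold 99.4% of the miRNA reads in Col, 29 were lower by at least 1.5-fold and 0 were higher by total reads. With the sum of miRNA reads, 1 of the 39 (miR391) was lower and 5 (miR158a, miR161.2, miR172a, miR172b and miR5026) were higher by that much. That sum is made up almost wholly of these 39, so it centres them by construction. With TMM, 21 of them were lower and 0 higher, with DESeq2's size factors 4 and 0, and with the genome-matched reads 39 and 0. From the changed miRNAs, the blots in seedlings and inflorescences, and the miRNA levels restored by CDF2-HA in cdf2, the paper concludes that CDF2 regulates biogenesis of a population of miRNAs.

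**Figure D1:**
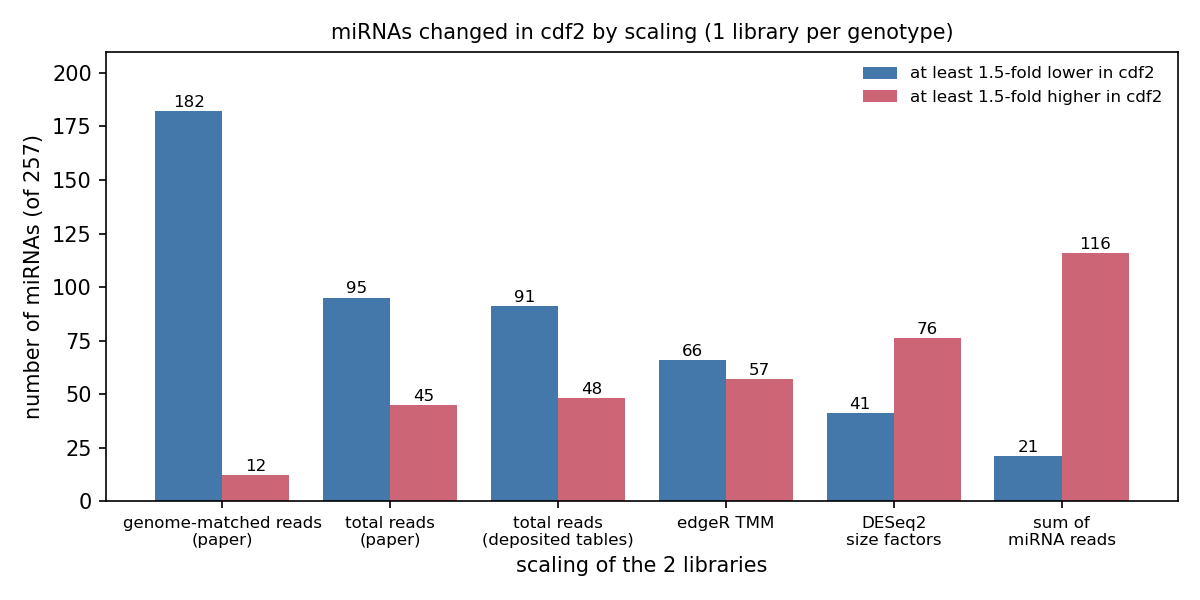
Number of miRNAs, of the 257 with reads in both libraries, that were at least 1.5-fold lower or higher in cdf2 than in Col, for 6 ways of scaling the 2 libraries on the horizontal axis. Lower miRNAs range from 182 with the genome-matched reads to 21 with the sum of miRNA reads, and higher miRNAs from 12 to 116.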

The small RNA-seq results were validated by northern blotting of miR156, miR319, miR167, miR172, miR160, miR165, miR170, and miR171 repressed or activated by CDF2, respectively (Figs 2B and S5A). In contrast, almost all of the miRNAs are downregulated in *dcl1-9* mutant (S4 Fig, S2 Table). 

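The reads of each family were summed over its members, leaving out star sequences. The miR156 family fell from 1770278 reads in Col to 985194 in cdf2, a fold change of 0.518 (95% interval by the Clopper-Pearson method 0.516 to 0.519), which lay between 0.295 and 0.937 over the scalings. The miR167 family had a fold change of 0.536 and the miR165 family of 0.490, and both stayed below 1 under each scaling. The miR171 family fell from 450 to 260 reads, with a fold change of 0.538 (0.460 to 0.628), and its fold change was 0.972 when scaled to the sum of miRNA reads, where the interval includes 1 and no fall is detectable. The miR170 count fell from 17 to 6 reads, and its interval from 0.106 to 0.873 is wide at this depth. The miR160 family did not differ detectably between the libraries (260 and 276 reads, fold change 0.988, 0.831 to 1.17), and it changed direction with the scaling. The miR172 family had a fold change of 1.10 (1.09 to 1.11) from 65059 and 76865 reads, and 0.626 when scaled to the genome-matched reads. Its fold change was 1.30 with TMM, 1.44 with DESeq2's size factors and 1.99 with the sum of miRNA reads. The miR319 family rose from 179 to 299 reads (1.55-fold, 1.29 to 1.88), but had a fold change of 0.885 with the genome-matched reads. Under TMM, DESeq2's size factors and the sum of miRNA reads, the miR319 values were 1.84, 2.04 and 2.81. In the TAIR10.1 assembly, the mature miR170 (TGATTGAGCCGTGTCAATATC) lies on the minus strand of chromosome 5 from 26411594 to 26411614, and miR171a (TGATTGAGCCGCGCCAATATC) on the plus strand of chromosome 3 from 19073521 to 19073541, both outside protein-coding genes. The mature miR167a (TGAAGCTGCCAGCATGATCTA) lies on chromosome 3 from 8108090 to 8108110, and miR165a (TCGGACCAGGCTTCATCCCCC) on chromosome 1 from 78932 to 78952.

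**Figure D2:**
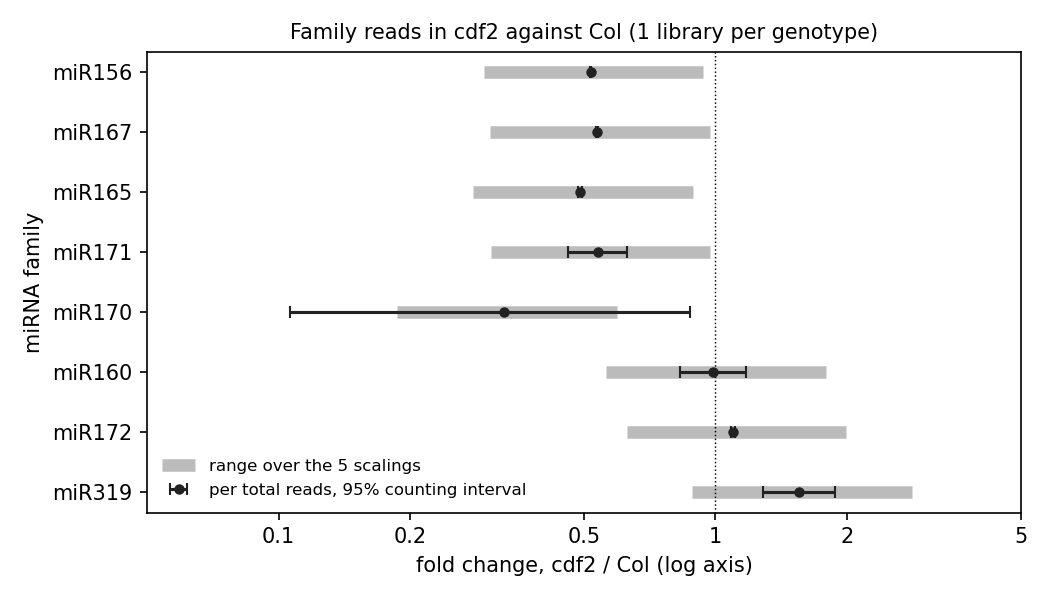
Fold change of summed family reads in cdf2 against Col on a log axis, for the 8 families probed on blots. Points are values per total reads with 95% counting intervals, and grey bars span the 5 scalings, which cross 1 for miR160, miR172 and miR319.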

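Of the 259 miRNAs with reads in Col that could be joined, 258 had a lower RPM in dcl1-9, which is 99.6% (95% Wilson interval 97.8 to 99.9%). The exception was miR5029, with 1 read in Col and 2 in dcl1-9, where no fold change can be given. Among the 140 miRNAs with reads in both libraries, 138 were at least 1.5-fold lower. Their median log2 fold change was -4.94 over the 136 miRNAs with at least 10 reads in both libraries together (95% interval from order statistics -5.37 to -4.41). Of the 201 miRNAs with at least 10 reads in Col, 106 had 3 or fewer reads in dcl1-9, and with these set to 3 reads the median over the 201 was -4.48. The largest fall was that of miR391, from 38218 reads to 2, which is at least 14504-fold with the floor of 3 reads in place of 2, while counting error allows a fold change of up to 0.000166. The miR396a count fell from 13338 to 8 reads, that of miR396b from 13059 to 8, that of miR173 from 6143 to 6, and that of miR156h from 52026 to 54. The smallest falls among miRNAs with at least 100 reads were those of miR839, from 93 to 53 reads (2.00-fold), miR5642a, from 362 to 161 (2.56-fold), miR5642b, from 354 to 117 (3.44-fold), miR160a, from 121 to 33 (4.17-fold), and miR160c, from 126 to 33 (4.35-fold). These 5 are higher in dcl1-9 when the libraries are scaled to equal miRNA sums, by DESeq2 or by TMM, since those scalings remove a loss common to most miRNAs. With TMM, 67.6% of the 259 miRNAs were lower, and of the 140 with reads in both libraries 51 were at least 1.5-fold lower and 69 higher. These numbers were 56 and 58 with DESeq2's size factors, and 57 for each direction with the sum of miRNA reads.

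**Figure D3:**
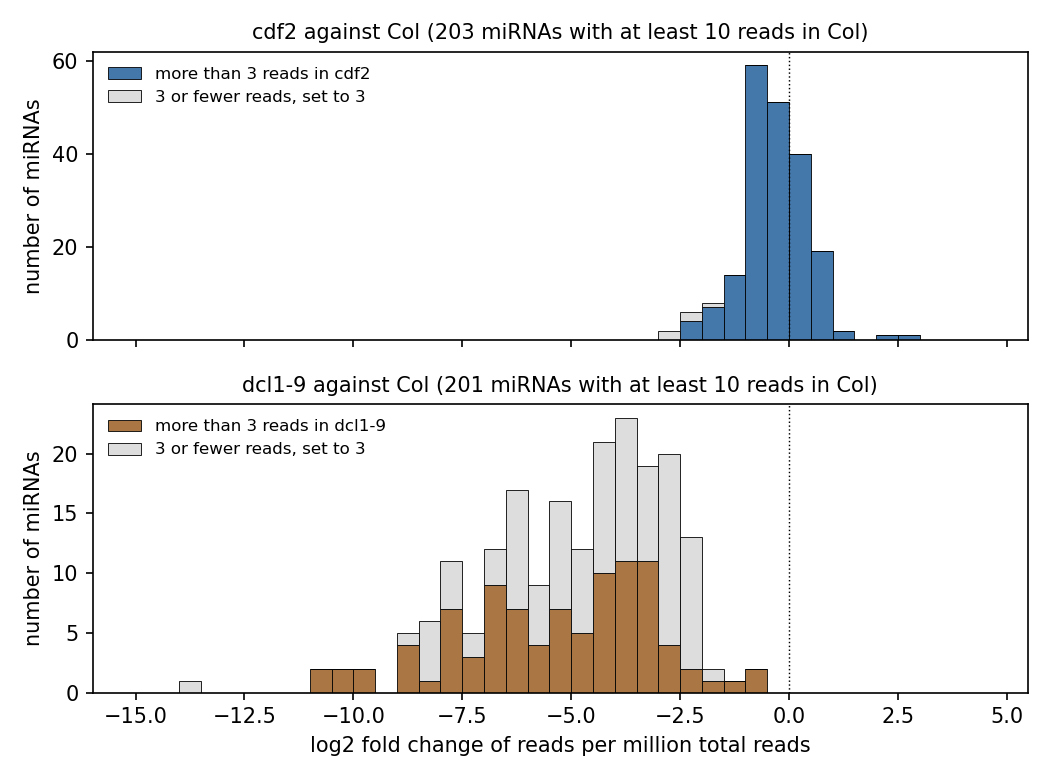
Number of miRNAs by log2 fold change of RPM (by total reads) against Col, for cdf2 (203 miRNAs) and dcl1-9 (201 miRNAs) with at least 10 reads in Col. Grey parts are miRNAs with 3 or fewer reads in the mutant, set to 3, and the median lies at -0.45 in cdf2 and -4.48 in dcl1-9.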

To minimize the potential effect of different developmental stages between Col and *cdf2* mutant on the interpretation of our data, we performed northern blots using inflorescences of Col, *cdf2* and *pCDF2*::*CDF2-HA*/*cdf2*, which was generated by crossing of *cdf2* mutant with the *pCDF2*::*CDF2-HA*/Col line. We found that the expressional levels of these miRNAs are similar to those in 22-day-old seedlings. In addition, the *pCDF2*::*CDF2-HA*/*cdf2* line restored the phenotypes and miRNAs levels of *cdf2* mutant (S2B and S5B Figs), Taking together, we concluded that CDF2 regulates biogenesis of a population of miRNAs.

**Fig 2:**
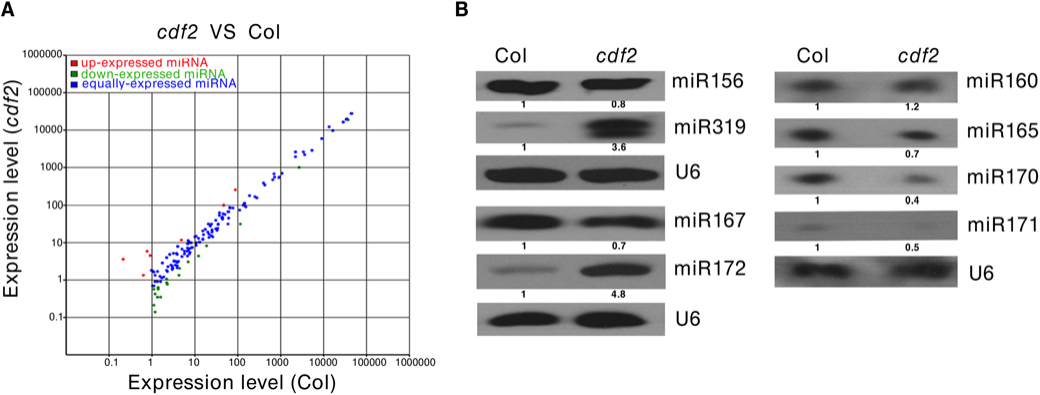
CDF2 is required for the accumulation of a group of miRNAs. (**A**) Comparision of miRNAs that are differently expressed in 22-day-old plant of Col and *cdf2* mutant. (**B**) Northern blots show the levels of miRNAs in seedlings of Col and *cdf2* mutant. U6 serves as a loading control.

### CDF2 regulates the transcription of a population of primary miRNAs

To address the molecular mechanism of the effect of CDF2 on miRNA abundance, we first examined the expressional levels of *DCL1* and *HYL1*, the two main components involved in miRNA biogenesis, in *cdf2* mutant and CDF2 overexpression lines (S6 Fig), the result shows that the expression levels of the genes are similar to those in Col. 

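For each of the 19 pri-miRNAs, the count of the mature miRNA with the same name and letter was compared between Col and cdf2. Of these mature miRNAs, 16 changed by at least 1.5-fold, 11 of them lower and 5 higher in cdf2, while miR164a (fold change 0.701), miR172a and miR172b (both 1.10) did not. With DESeq2's size factors, 8 of the 19 changed by that much. The higher ones by total reads were miR160b, miR319b, miR394a, miR394b and miR395b. Several of the 19 share a mature sequence and have equal or nearly equal counts, so they are not separate measurements. These pairs are miR156a and miR156b, miR157a and miR157c, miR166a and miR166f, miR167a and miR167b, miR172a and miR172b, and miR394a and miR394b. The counts of miR394a and miR394b rose from 3 to 51 reads, which is at least 15.8-fold against the floor of 3 reads, with a 95% Clopper-Pearson interval of 5.12 to 79.2. The count of miR395b rose from 37 to 69 reads (fold change 1.74, 95% Clopper-Pearson interval 1.15 to 2.66), and it was 0.988 when scaled to the genome-matched reads. The count of miR160b rose from 13 to 64 reads (4.58-fold) and that of miR319b from 11 to 83 reads (7.02-fold). A mature read cannot be assigned to these loci, because miR160b (TGCCTGGCTCCCTGTATGCCA, chromosome 4 of TAIR10.1 from 9888986 to 9889006) has the sequence of miR160a and miR160c, and miR319b (TTGGACTGAAGGGAGCTCCCT, chromosome 5 from 16660469 to 16660489) that of miR319a. The files nevertheless list 121 reads for miR160a, 126 for miR160c and 154 for miR319a in Col, and 105, 107 and 210 in cdf2. Among the lower ones, miR398b fell from 19 to 5 reads (4.08-fold), and miR157a, miR157c, miR166a and miR166f had fold changes between 0.527 and 0.572. The directions of miR157a and miR157c reversed when the libraries were scaled to the sum of miRNA reads, at 1.03 for both, as did that of miR164a, at 1.27. Those of miR172a and miR172b reversed with the genome-matched reads, at 0.625.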

We then analyzed the levels of 19 pri-miRNAs, for which their mature miRNAs show at least 1.5-fold differences (S1 Table), by quantitative real-time PCR (qRT-PCR) in seedlings of *cdf2* mutant and CDF2-overexpressing (*p35S*::*CDF2*/Col) lines. As shown in Fig 3A, the relative levels of pri-miRNAs between *cdf2* and *p35S*::*CDF2*/Col are predominantly opposite for all 19 pri-miRNAs. Some of pri-miRNAs (pri-mi172a and pri-miR394a) are up-regulated, while others down-regulated in *cdf2* mutant (Fig 3A), indicating that CDF2 acts as both a transcriptional activator and repressor, which is similar to other Dof proteins, e.g., maize Dof2 exhibits either activation or repression activities on different promoters [28]; the barley Dof factor (prolamin-box binding factor) activates the transcription of B-hordein, but represses the transcription of cathepsin B-like protease [29]. The distinct roles of CDF2 in miRNA transcription may be defined by the components forming different transcriptional machinery to be recruited to different promoters.

**Fig 3:**
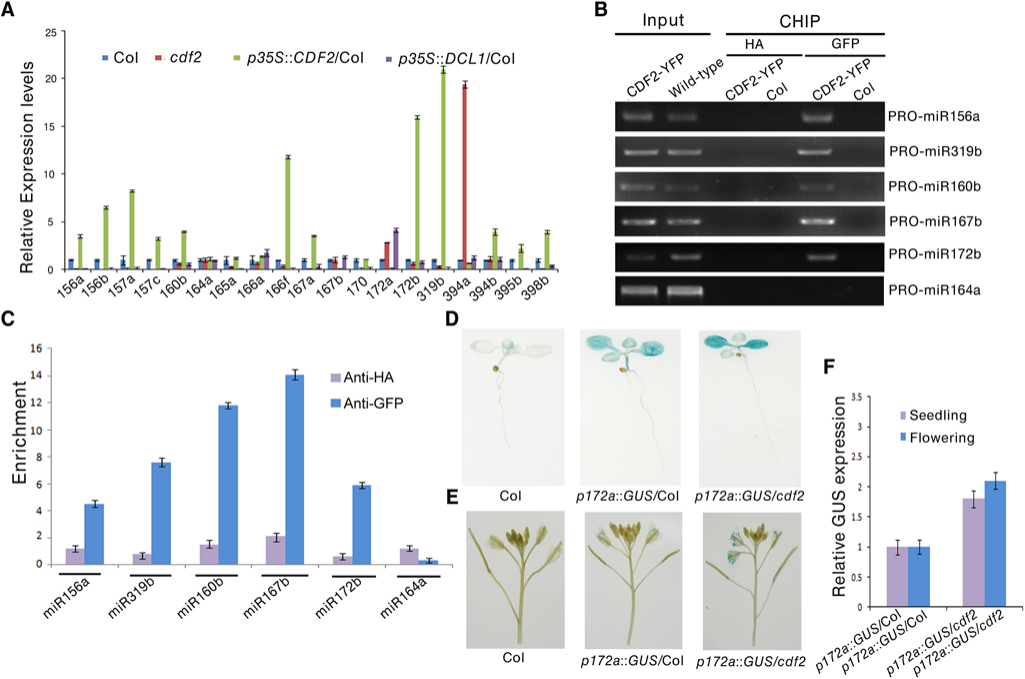
CDF2 acts as a transcription factor for some miRNA genes. (**A**) The relative levels of pri-miRNAs in Col, *cdf2*, *p35S*::*CDF2*/Col, *p35S*::*DCL1*/Col lines examined by real-time PCR. The relative fold changes were normalized to *ACTIN*. Data are given as means ± SD (n = 3). (**B**) ChIP-PCR analysis of five promoter fragments of miRNA genes in wild-type and *pCDF2*:*CDF2-YFP*/Col seedlings. ChIP assays were performed using the 22-day-old Col-0 and *pCDF2*::*CDF2-YFP*/Col seedlings expressing the CDF2-YFP fusion protein. DNA was amplified using primers specific to 6 miRNA promoter regions. (**C**) CHIP followed by real time PCR of 6 promoter fragments of miRNA genes in Col and *pCDF2*::*CDF2-YFP*/Col seedlings. Relative enrichment of fragments was calculated with HA antibodies as the control. Data are given as means ± SD (n = 3). (**D**) and (**E**) *pMIR172a*::*GUS* in Col, *cdf2* and *p35S*::*DCL1*/Col in seedlings (**D**) and flowers (**E**), respectively. Thirty plants containing GUS were analyzed for each of genotypes. (**F**) The transcript levels of GUS driven by *miR172b* promoter in Col, *cdf2* and *p35S*::*DCL1*/Col. GUS transcript levels were determined by qRT-PCR. Data are given as means ± SD (n = 3).

To determine whether CDF2 binds to the promoters of these miRNA genes or not, we performed a chromatin immunoprecipitation-PCR (ChIP-PCR) assay using GFP antibody-precipitated chromatin from *pCDF2*::*CDF2-YFP* transgenic plant (S2A Fig). We focused on the promoters of miRNA genes for which the levels of pri-miRNAs changed in the *cdf2* mutant (Fig 3A, S2 Table). The promoter fragments of miRNA genes (including miR156a, miR319b, miR160b, miR167b, and miR172b) were amplified from GFP antibody-immunoprecipitated, but not from HA antibody-immunoprecipitated *pCDF2*::*CDF2-YFP*/Col samples (Figs 3B, 3C and S2A). Importantly, the promoter fragment of miR164a, which is not regulated by CDF2 (Fig 3A), was not amplified from GFP antibody-immunoprecipitated *pCDF2*::*CDF2-YFP*/Col (Fig 3B and 3C). In contrast, no apparent enrichment of fragments in Col was observed (Fig 3B).

To further test the effect of *cdf2* on the miRNA expression, we used a β-glucuronidase (*GUS*) reporter gene driven by the promoter of *miR172a* whose expression is repressed by CDF2 (Fig 3A). This system was previously used to determine the function of DDL, CDC5, and NOT2 in the regulation of miR gene transcription [3,19,20]. We crossed *cdf2* with transgenic plants containing *pmiR172a*::GUS. In the second (F2) generation, we obtained CDF2/CDF2, CDF2/*cdf2* and *cdf2/cdf2* genotypes containing *pMIR172a*::*GUS*. *GUS* was markedly increased in *cdf2/cdf2* compared to that in CDF2+ plants (Fig 3D and 3E). Quantitative RT-PCR analysis indicated that the *GUS* mRNA levels in *cdf2* mutant were increased at different developmental stages (Fig 3F). Together, we conclude that CDF2 regulates the transcription of a group of miRNA genes.

### CDF2 affects the post-transcriptional processing of a subset of primary miRNAs

To investigate the biological role of the interaction between CDF2 and DCL1 in miRNA biogenesis, we performed RNA competitive electrophoretic mobility shift assays to test whether CDF2 affects the well-known binding activity of DCL1-RBD to pri-miRNAs. The reactions were performed using a fixed DCL1-RBD concentration and increasing amounts of CDF2. Interestingly, similar to DCL1-RBD (Figs 4A, lane1, and S7A–S7D, lane1), CDF2 was also observed to bind to pri-miR167b (Figs 4A, lane2, and S7A-S7D, lane2), and the binding ability of DCL1-RBD to the pri-miRNA decreased as the concentration of CDF2 increased (Figs 4A and S7A–S7D, lane 3–7), indicating that the interaction between CDF2 and DCL1-RBD affects the binding of DCL1-RBD to the pri-miRNA *in vitro*. In addition, we also found that the binding of CDF2 to pri-miRNAs was mainly mediated by its C-terminal fragment (S7E Fig). To test the pri-miRNA binding of CDF2 *in vivo*, an RNA immunoprecipitation assay was performed. Using a GFP antibody, we immunoprecipitated CDF2-YFP and DCL1-YFP complexes from the 22-day-old seedlings of pCDF2::CDF2-YFP/Col (S2A Fig), pDCL1::DCL1-YFP/Col, pDCL1::DCL1-YFP/*cdf2*, and pDCL1::DCL1-YFP/Col X p35S::CDF2-HA/Col line which was generated by crossing pDCL1::DCL1-YFP with p35S::CDF2-HA transgenic lines, using Col as a negative control of plants. In parallel, an IgG antibody- immunoprecipitated samples from these lines were used as a negative control of the antibody. Interestingly, the immunoprecipitated CDF2-YFP complex (S8 Fig) contains pri-miR156a, pri-miR172b, pri-miR319b, and pri-miR167b, which have altered levels in the *cdf2* mutant, but not pri-miR164a, which showed no change in *cdf2* mutant (Fig 4B, S1 Table). In contrast, DCL1 was able to bind to all 5 pri-miRNAs examined (Fig 4B). The bindings of the DCL1 to pri-miRNAs increase in the pDCL1::DCL1-YFP/*cdf2* and decrease in the line of *pDCL1*::*DCL1-YFP*/Col X *p35S*::*CDF2-HA*/Col. These results suggested that CDF2 binds mainly to the CDF2-regulated pri-miRNAs *in vivo*, possibly due to that CDF2 has more accessibility to these pri-miRNAs transcribed with the aid of the transcription complex containing CDF2, this was supported by a recent report that transcription and processing of primary microRNAs are coupled by Elongator complex [30], resulting in that CDF2 only affects the processing of a subset of pri-miRNAs.

**Fig 4:**
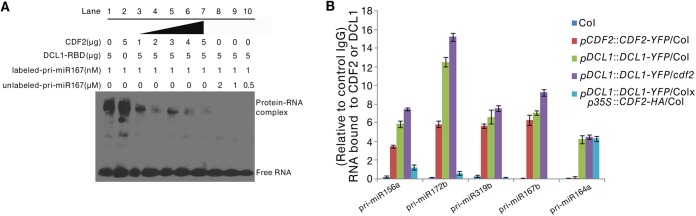
CDF2 binds to pri-miRNAs and affects the binding of DCL1 to pri-miRNAs. (**A**) RNA EMSAs show the effect of CDF2 on the binding of DCL1 to pri-miRNA167. (**B**) An RIP assay was performed using 22-day-old plants, RNA fragments were immunoprecipitated with the GFP antibody and subsequently subjected to qRT-PCR analysisfor the indicated pri-miRNAs. Data are given as means ± SD (n = 3).

We also compared the the levels of steady-state pri-miRNAs among Col, *hyl1*, *cdf2* and *hyl1/cdf2* mutants (S9 Fig). Interestingly, for pri-miR164 which was not affected by CDF2 at both transcriptional and post-transcriptional levels, the amount of pri-miR164 in *hyl1* is similar to that in *hyl1/cdf2*. Other pri-miRNAs were regulated by HYL1 and CDF2 in different degrees (S9 Fig).

As CDF2 interacts with DCL1, and affects the binding of DCL1 to pri-miRNAs (Figs 4A and S7A–S7D), we then evaluated the role of CDF2 in DCL1-mediated miRNA processing *in vivo*. To this end, we compared the accumulation levels of five miRNAs, including miR156, miR167, miR319, and miR172 which are regulated by CDF2, and miR164 which is not regulated by CDF2, in Col, *cdf2*, *p35S*::*CDF2-YFP*/Col (S10A Fig), and *dcl1-9* lines. We found that the accumulation levels of miR156, miR167, miR319, and miR172 in *p35S*::*CDF2-YFP*/Col were significantly lower than that in *cdf2* mutant and Col lines (Fig 5A). In contrast, miR164 accumulation level in the *p35S*::*CDF2-YFP*/Col line is similar to that in Col, possibly due to that CDF2 does not bind to miRNA164 *in vivo* which is not regulated at the transcriptional level by CDF2 (Fig 4B). We also observed that the levels of *CDF2* and miRNAs in plants expressing CDF2-YFP under the control of its endogenous promoter (*pCDF2*::*CDF2-YFP*/Col) were very similar to those in Col (S10A and S10B Fig).

**Fig 5:**
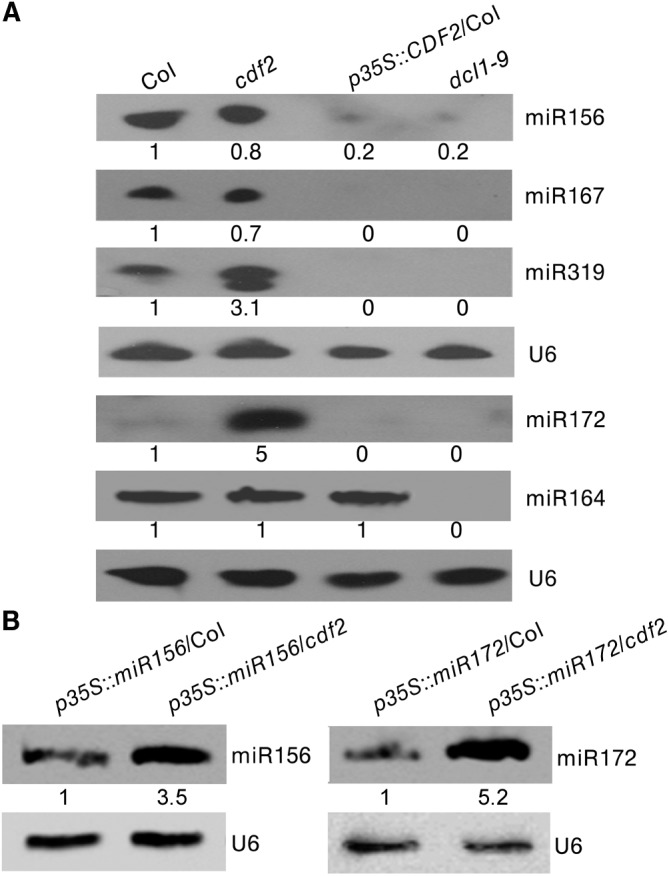
CDF2 suppresses the posttranscriptional processing of pri-miRNAs. (**A**) Northern blots show that overexpression of CDF2 reduce the accumulation of miRNAs indicated. (**B**) Northern blots show that the levels of miR156 and miR172 in *p35S*::miR156/Col and *p35S*::miR156/*cdf2* or *p35S*::miR172/Col and *p35S*::miR172/*cdf2* plants.

As CDF2 can affect the accumulation of miRNAs at both the transcriptional and post-transcriptional levels, to further test if CDF2 affects the post-transcriptional processing of pri-miRNAs or not, we crossed the transgenic lines of *p35S*::*miR156*/Col and *p35S*::*miR172*/Col with the *cdf2* mutant, then compared the accumulation levels of miRNA156 in *p35S*::*miR156*/Col and *p35S*::*miR156*/*cdf2* plants by northern blot (the miR156 transcripts were similar to each other in these two lines as shown in S11 Fig), and found that the accumulation level of miR156 is lower in *p35S*::*miR156*/Col than that in *p35S*::*miR156*/*cdf2* (Fig 5B). We also compared the levels of miRNA172 in *p35S*::*miR172*/Col and *p35S*::*miR172*/*cdf2* (the miR172 transcripts were similar to each other in these two lines as shown in S11 Fig), the results showed that the miR172 level is lower in *p35S*::*miR172*/Col than that in *p35S*::*miR172*/*cdf2* (Fig 5B), suggesting that CDF2 suppresses the post-transcriptional processing of miRNAs, possibly because CDF2 binds to these pri-miRNAs regulated by itself at transcriptional level (Fig 4B), and CDF2 interacts with DCL1/HYL1 which might sequester DCL1/HYL1, resulting in decreased miRNA processing by the DCL1/HYL1 microprocessor. In animals, several factors were found to inhibit the activities of Drosha and Dicer, including ADAR (adenosine deaminase acting on RNA) enzymes that participate in adenosine-to-inosine (A-to-I) RNA editing to prevent effective processing of specific pri-miRNAs by Drosha [31]; estrogen-bound estrogen receptor alpha, which associates with the Drosha complex and prevents the conversion of pri-miRNAs to pre-miRNAs [32]; LIN28, which blocks the accumulation of mature miRNAs by repression of both Drosha and Dicer activities [33,34,35]; and TUT4, which is recruited by Lin28 to specific pri-miRNAs, leading to 3′ terminal uridylation and degradation of pri-miRNAs [36,37]. MeCP2 suppresses miRNA processing by binding to the RNA-binding domains of human DGCR8 [21].

We then investigated the effect of CDF2 on the expressions of components involved in miRNA processing. As shown in S12 Fig, compared to those in wild type, the expressions of *SE*, *MOS2*, *CDC5*, *TOUGH*, *DDL*, *NOT2* and *CPL1* are down-regulated in cdf2 mutant and upregulated in the *CDF2* overexpression line, while the effect of CDF2 on the expression of *HYL1* and *DCL1* is not obviously. The result implicated that CDF2 might regulate biogenesis of miRNAs indirectly by regulating the expressions of miRNA processing proteins in addition to its direct roles in transcriptional and post-transcription regulations of pri-miRNAs. Similarly, Cho et al. [39] found that the immensely accumulated DCL1 level in *hyl1-2* and *se-1* mutants, and the increased level of SE in *hyl1-2* mutant. It is of interest to investigate the potential feedback regulatory network among components involved in miRNA biogenesis.

### CDF2 plays a role in flowering through a pathway same as miR156/miR172

Several CDF2-regulated miRNAs are involved in flowering, including miR156, miR160, miR167, miR172, miR165/miR166, and miR319 [38], we investigated if miRNAs contribute to the earlier flowering phenotype of *cdf2* mutant [11]. 

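The miR166 family had 3383910 reads in Col and 1917119 in cdf2, summed over 7 members that share a mature sequence, so that each read can stand in several of these counts. The fold change was 0.527 and lay between 0.300 and 0.953 over the scalings. The counts of the single members had fold changes from 0.527 to 0.528. In dcl1-9, the family kept 253077 reads, a fall of 15.2-fold by total reads that turns into a fold change of 1.74 with the sum of miRNA reads, 1.95 with DESeq2's size factors and 2.72 with TMM.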

We focused on miR156 and miR172, two widely studied miRNAs [40] (S1 Table). It was reported that *miR156* mutant line flowers earlier and *miR172* mutant flowers later [38,41], in accordance to the early flowering phenotype of the *cdf2* mutant in which the level of miR156 decreases (S1 Table) and its target squamosa promoter binding protein-like (SPL) proteins increase (S13A Fig), whereas miR172 increases (S1 Table) and its target AP2 decreases in *cdf2* (S13B Fig) [42,43], supporting a role of CDF2 in miRNA regulation. 

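The counts of miR156a, miR156b, miR156c, miR156e and miR156f had fold changes between 0.538 and 0.539 in cdf2, and that of miR156d, annotated with the same mature sequence (TGACAGAAGAGAGTGAGCAC), was 0.468. The file lists 532299 reads for miR156d and 237043 for miR156a in Col. The member miR156g had 445 reads in Col and 337 in cdf2 (fold change 0.705, 95% Clopper-Pearson interval 0.610 to 0.814), a direction that reverses with the sum of miRNA reads. For miR172, the counts of miR172c and miR172d each had a fold change of 1.21, and that of miR172e, 1.13 (0.975 to 1.31), did not differ detectably. With the genome-matched reads, these 3 members were below 1. No member of miR172 except the star sequence of miR172b reached 1.5-fold by total reads. The mature miR172a (AGAATCTTGATGATGCTGCAT) lies on the minus strand of chromosome 2 of TAIR10.1 from 11942918 to 11942938, and miR172b has the same sequence on chromosome 5 from 1188211 to 1188231. The ratio of miR172 to miR156 family reads rose 2.12-fold from Col to cdf2, and this ratio is the same under every scaling of the libraries because the totals cancel.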

We then first investigated the genetic relationship between CDF2 and miR156. To this end, we generated *miR156a/miR156c/cdf2* triple mutant and found that the flowering time of this triple mutant flowered not earlier than either *cdf2* or *miR156a/ miR156c* lines (Fig 6A, 6C and 6D), suggesting that *CDF2* and *miR156* regulate flowering through the same pathway. In addition, miR156 overexpression in *cdf2* mutant showed the same late flowering phenotype as miR156 overexpression in Col (Figs 6A, 6C, 6D, S10 and S13A), indicating that miR156 acts genetically downstream of CDF2 to regulate flowering. Next, we overexpressed miR172 in *cdf2* mutant and found that this overexpression line (*p35S*::*miR172*/*cdf2*) did not display earlier flowering phenotype than *cdf2* mutant or miR172 overexpressed line in Col (Figs 6B–6D, S10 and S13B), suggesting that *cdf2* and *miR172* regulate flowering through the same signaling pathway. Together, these results indicated the role of CDF2 in miR156 activation and miR172 suppression which participate in the flowering time control. We next generated *cdf2/hyl1* double mutants, we found that the flowering of *cdf2/hyl1-2* plants was similar to the *hyl1*-2 single mutant [11,44] (S14A–S14C Fig), suggesting that *CDF2* and *HYL1* regulate flowering through the same pathway. CDF2 was reported to be a transcriptional repressor of *constans* (*CO*) to control flowering, our results thus revealed a new pathway for regulating the flowering through CDF2 and miRNAs which might be independent of CO.

**Fig 6:**
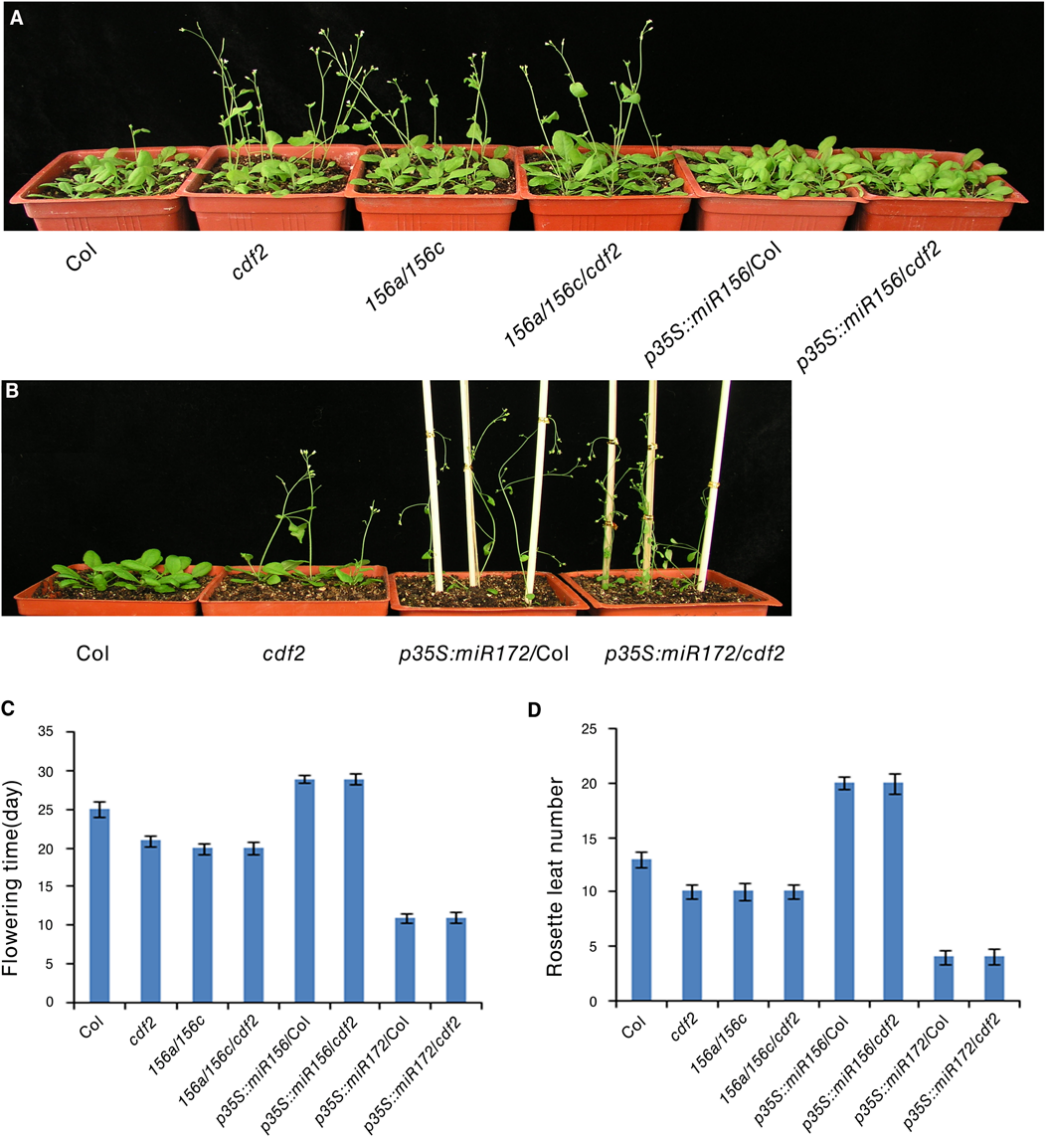
CDF2 is in the same pathway as miR156 and miR172 to regulate flowering. (**A**) and (**B**) 24-day-old plants of indicated genotypes grown in longday photoperiods (16 hours light, 8 hours dark). (**C**) The time of flowering at the time of flowering of the indicated genotypes shown in A and B. Data are mean ± SEM of 50 plants. (**D**) The number of rosette leaves at the time of flowering of the indicated genotypes shown in A and B. Data are means ± SEM of 50 plants.

In summary, we have revealed the previously unknown roles of CDF2 in the transcriptional and post-transcriptional regulation of a subset of pri-miRNAs. At the transcriptional level, CDF2 works as a transcription activator or repressor to regulate the transcription of a group of miRNA genes. We also found that CDF2 interacts with DCL1 and preferentially binds to the pri-miRNAs regulated transcriptionally by itself *in vivo*, which might affect the binding of DCL1 to pri-miRNAs or sequester the microprocessor DCL1/HYL1, resulting in the influence on pri-miRNA processing. By transcriptional and post-transcriptional regulation of a group pri-miRNAs, CDF2 may precisely regulate a population of miRNAs to maintain proper development of the plants through the coordination of transcription and processing of a group of pri-miRNAs. In addition, CDF2 was found to regulate the expressions of components involved in miRNA biogenesis, therefore it may affect miRNA biogenesis through regulating the levels of these components. CDF2 was known to interact with blue light photoreceptor LKP2 and FKF1 and contribute to blue light signaling [18], it is therefore particularly interesting to study the roles of miRNAs in light signaling pathways which was implicated in a recent study showing that the E3 ligase COP1 essential for light signaling stabilizes HYL1 to retain miRNA biogenesis [39].

## Materials and Methods

### Plant materials

*Arabidopsis thaliana* (ecotype Col-0), *hyl1-2* (Salk_064863) [44], *dcl1-9* [45,46], *pDCL1-DCL1-YFP/dcl1-9* [27], *cdf2* [11], *miR156a*/*miR156c* [41] mutants, miR156 and miR172 overexpression lines [41] were used. All plants were grown in soil or Murashige and Skoog (MS) medium at 16 hr light/8 hr dark photoperiod.

### Constructs and transgenic plants

The cDNAs of CDF2 and DCL1 were cloned into pCambia1301 with an YFP epitope tag [27] and confirmed by sequencing. All binary vectors were introduced into *Agrobacterium tumefaciens* (GV3101) by electroporation. The floral dip method was used to transform the plants [47], and transgenic plants were selected on hygromycin (50mg/L). Transgenic lines with a single T-DNA insertion were selected according to the segregation ratio in the progeny of these transformants, and homozygous stocks were established from these lines. At least 15 T2 independent lines were analyzed for each construct.

### Yeast two-hybrid screen

The *Arabidopsis* cDNA library cloned in the prey vector pDEST22 was kindly provided by Dr. Jirong Huang. The two C-terminal double strand RNA binding domains of *Arabidopsis* DCL1 [48] were PCR-amplified and subcloned to the pDEST32 plasmid. Yeast transformation and library screening were performed according to the Pro-Quest Two-Hybrid System Manual (Matchmaker user’s manual, Invitrogen). Approximately 1.9 × 10^6^ yeast clones were screened on SC/-Leu-Trp-His medium with 5 mM 3-amino-1, 2, 4-triazole (3-AT). The β-galactosidase activity was analyzed in yeast strain MaV203, and the positive candidates were selected for sequencing.

In yeast two hybrid assays, different lengths of CDF2 C-terminal fragments were PCR-amplified and subcloned to the pDEST32 plasmid. The size of C1 fragment was 267 aa (from aa 189 to aa 457), C2 fragment was 177 aa (from aa 280 to aa 457), C3 fragment was 97 aa (from aa 360 to aa 457), C4 fragment was 75 aa (from aa 361 to aa 436), C5 fragment was 37 aa (from aa 361 to aa 398), C6 fragment was 61 aa (from aa 396 to aa 457), C7 fragment was 25 aa (from aa 396 to aa 421), and C8 fragment was 15 aa (from aa 385 to aa 400). Yeast co-transformation was performed according to the Pro-Quest Two-Hybrid System Manual (Matchmaker user’s manual, Invitrogen).

### Maltose-binding protein (MBP) and glutathione S-transferase (GST) pull-down assays

MBP-CDF2, MBP-DCL1-RBD and MBP were expressed in *E*. *coli* BL21 (DE3) and purified according to the manufacturer’s protocol (New England Biolabs). Glutathione–agarose 4B (Peptron) beads were used to purify GST-CDF2, GST-DCL1-RBD and GST. The partially purified recombinant GST and MBP fusion proteins were bounded to glutathione–agarose beads and amylose resin respectively, MBP-DCL1-RBD was incubated with the GST-CDF2 captured by glutathione sepharose beads, whereas GST-DCL1-RBD was incubated with the MBP-CDF2 bound to amylose resin. The GST and MBP proteins were performed in parallel assays as negative controls, mixed with total protein extracts in 1mL pull-down buffer (40 mM HEPES-KOH, pH 7.5, 10 mM KCl, 3 mM MgCl2, 0.4 M sucrose, 1 mM EDTA, 1 mM DTT, and 0.2% Triton X-100), and then incubated at 4°C for 1 h with agitation [49]. The beads were washed four times with the binding buffer. Proteins were eluted and further analyzed by immunoblotting using appropriate antibodies.

### Coimmunoprecipitation (Co-IP) assay

Plants coexpressing hemagglutinin (HA)-labeled CDF2 (*pCDF2*::*CDF2-HA)* and yellow fluorescent protein (YFP)-labeled DCL1 (*pDCL1*::*DCL1-YFP*) were generated by crossing *pDCL1*::*DCL1-YFP*/*dcl1-9* [26] with *pCDF2*::*CDF2-HA*/*cdf2* which was obtained by crossing *pCDF2*::*CDF2-HA*/Col with *cdf2* mutant. For a control, plants co-expressing *pCDF2*::*CDF2-HA/cdf2* and *p35S*::*YFP* were generated by transforming the *pCDF2*::*CDF2-HA/cdf2* line with the *p35*::*YFP* construct. The homozygous lines were grown in soil for 22 days, then seedlings were ground in liquid nitrogen and homogenized in three volumes of extraction buffer (50 mM Tris-HCl at pH 8.0, 150 mM NaCl, 0.5% TritonX-100, 0.2% 2-mercaptoethanol, 5% glycerol) containing complete proteinase inhibitor cocktail (Roche) using a mortar and pestle set [50]. Cell debris was pellet by centrifugation for 10 min at 15,000 rpm. The Co-IP experiments were performed using HA Tag IP/Co-IP Kit according to the manufacturer’s protocol (Thermo Pierce). Briefly, the mixed lysate was incubated with anti-HA agarose for 4 h to overnight in each spin column. The columns were washed five times with TBS plus 0.05% Tween-20 detergent (TBS-T), and resolved by SDS/PAGE. Anti-GFP (Sigma) and anti-HA (Cell signaling technology) antibodies were used to detect DCL1-YFP and CDF2-HA, respectively.

### Bimolecular Fluorescence Complementation (BiFC)

BiFC assays were perfomed as previously described [24]. The coding sequence of CDF2, DCL1, HYL1, DCL1-9 [24], the N-terminal fragment of CDF2 (CDF2-N, from aa 1 to 279), and the C-terminal fragment of CDF2 (CDF2-C, from aa 280 to 457) were subcloned into pCambia1301 vectors with a YFPN or YFPC tag [24] and confirmed by sequencing. Primers used to amplify these genes are listed in S3 Table. Paired YFPN and YFPC-tagged plasmids were co-expressed in tobacco leaves. 48 hours after co-inoculation, BiFC signals were visualized with a DeltaVision PersonalDV system (Applied Precision) using an Olympus UPLANAPO waterimmersion objective lens (60×/1.20 numerical aperture).

### Real-time quantitative PCR

Total RNA was extracted from *Arabidopsis* seedlings using Trizol. The first strand cDNA was generated from the total RNA (5 μg) using M-MLV reverse transcriptase (Promega) and used as the template for subsequent PCR. The real-time quantitative PCR (RT-qPCR) for examination of pri-miRNAs expression was carried out with a BIO-RAD CFXTM Real-Time System. The *actin* gene was used as internal control for normalization of the template cDNA. Each PCR was repeated at least three times. The PCR thermal cycles were as follows: an initial denature step consisting of 2 min at 50°C and 10 min at 95°C, followed by 45 cycles of 30 s at 94°C, 30 s at 52°C and 18 s at 72°C, and an additional cycle of 15 s at 95°C, 15 s at 60°C and 15 s at 95°C for melting curve analysis [51]. The data were analyzed with a Bio-Rad iCycler iQ Real-Time Detection System. The relative expressions of pri-miRNAs was calculated using the relative 2^–ΔΔCt^ method [52] and the error bars indicate SD (n = 3).

### Chromatin immunoprecipitation (ChIP)

The ChIP experiments were performed as described [53] using 22-day-old seedlings. *pCDF*::CDF2-YFP transgenic seedlings were harvested in cross-linking buffer (0.4M sucrose, 10mM Tris-HCL(pH8.0), 1mM PMSF, ImM EDTA, 1% formaldehyde) for 10 min using vacuum infiltration and then stopped in 2M glycine. After chromatin shearing, 5-μg anti-GFP antibody (Sigma, G6495) was added to the samples and incubated at 4°C overnight, then washed and eluted the beads with the lysis buffer (0.1M NaHCO_3_, 1%SDS). After reversing the cross-linking, DNA was precipitated using ethanol, and resuspended in 50 ul water. The amounts of the immunoprecipitated genomic DNA were used for PCR and quantified by real-time PCR, *actin* gene is used as internal control. Primers used to amplify the promoters of some miRgenes are specified in S3 Table.

### Small RNA gel blot

Small RNAs were isolated from seedlings of 22-day-old plants or inflorescences using mirVana™miRNA Isolation Kit (Ambion, AM1561). Three micrograms of small RNAs were separated on a 15% polyacrylamide gel with 8 M urea and transferred to a nylon transfer membrane (GE Healthcare). The antisense oligonucletides (S3 Table) were synthesized and 3’end-labeled with biotin. Hybridization was performed overnight in hybridization buffer (Ambion, AM8663) at 42°C. A probe complementary to U6 (5’CATCCTTGCGCAGGGGCCA 3’) was used as a loading control.

### Histochemical GUS staining

GUS staining was performed according to the standard procedure [54] with a modified buffer(1 mg/mL 5-bromo-4-chloro-3-indolyl-b-D-glucuronic acid cyclohexylammonium salt, 50 mM sodium phosphate, pH 7.0, 0.1% Triton X-100, 2 mM potassium ferrocyanide, 2 mM potassium ferricyanide, and 10 mM EDTA). Plant tissues were incubated in the buffer at 37°C in the dark overnight, then cleared with 75% ethanol, followed by observation [19].

### RNA electrophoretic mobility shift assay (RNA EMSA)

Pri-miR167b fragment was amplified from Col plant cDNAs using specific primers with a T7 promoter sequence fused to the 5’ terminal of the forward primers (S3 Table). The PCR products were then used as templates for in vitro transcription (Megascript; Ambion), then make biotin labeled or unlabeled RNA transcripts using RNA 3’ End Biotinylation Kit (Thermo Pierce). Using LightShift Chemiluminescent RNA EMSA Kit (Thermo Pierce) according to manufactory’s protocol RNA EMSA assays were performed in a 20-μl reaction buffer containing 5% glycerol, 2ug tRNA and 1 nM of labeled pri-miR167b transcripts and purified recombinant proteins, including CDF2, DCL1-RBD, HYL1, CDF2-N (from aa 1 to 279) and CDF2-C (from aa 280 to 457). The mixtures were incubated on ice for 30 min and then fractioned on a 6% native polyacrylamide gel in 1x TBE buffer for about 60 min. The gels were transferred to a nylon membrane (GE Healthcare) and then the biotin-labeled RNAs were detected by Chemiluminescence (Thermo Pierce) [10].

In the assay of examining the competition ability of CDF2 with DCL1 in their binding to pri-miRNA167 (Figs 4A and S7A–S7D), recombinant proteins and biotin-labeled 1nM pri-miR167b which were added in all lanes, unlabeled pri-miR167b was added in lane 8–10. Lane 1, 5μg DCL1-RBD; lane 2, 5μg CDF2; lane 3, 5μg DCL1-RBD+ 1μg CDF2; lane 4, 5μg DCL1-RBD+ 2μg CDF2; lane 5, 5μg DCL1-RBD+ 3μg CDF2; lane 6, 5μg DCL1-RBD+ 4μg CDF2; lane 7, 5μg DCL1-RBD+ 5μg CDF2; lane 8, 5μg DCL1-RBD+ 2μM unlabled pri-miR167b; lane 9, 5μg DCL1-RBD+ 1μM unlabeled pri-miR167b; lane 10, 5μg DCL1-RBD+ 0.5μM unlabeled pri-miR167b.

In the assay to examine the roles of CDF2 and DCL1-RBD in their bindings to pri-miRNA167 (S7E Fig), recombinant proteins and biotin-labeled 1nM pri-miR167b which were added in all lanes. Lane 1, 5μg DCL1-RBD; lane 2, 5μgCDF2; lane 3, 5μgC-terminal fragment of CDF2 (CDF2-C); lane 4, 5μg N-terminal fragment of CDF2 (CDF2-N).

### Small RNA deep sequencing

Small RNAs were isolated from seedlings of 22-day-old plants using mirVana miRNA Isolation Kit (Ambion, AM1561). Small RNA libraries were prepared and sequenced by Illumina Solexa high-throughput sequencing. The small RNA reads were trimmed for adaptor sequence using Perl scripts and mapped to miRNA hairpin sequences downloaded from mirRBase version 15.0 using the Bowtie program [55]. The total numbers of perfectly aligned reads were used for normalization. 

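The choice of the total shifts all miRNAs of a library by 1 factor. Against the total reads of each library, which are the scale used here, the log2 fold changes in cdf2 moved by 0.86 with the sum of miRNA reads, by -0.81 with the genome-matched reads, by 0.39 with DESeq2's size factors, by 0.25 with edgeR's TMM normalization and by 0.07 with the totals in the authors' deposited tables. For dcl1-9, the shifts were 4.73, 0.34, 4.89, 5.37 and 0.76 in the same order.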

After removing the linker sequence, reads were aligned to the miRNA database (version 16) [56] to identify and assess the abundance of known miRNAs. The sequencing data for all known miRNAs were subjected to hierarchical clustering in an unsupervised manner to analyze the extent of differential miRNA expression.

### RNA immunoprecipitation (RIP) assay

The RIP assay was performed as described [57] with some modifications. Briefly, 5 to 10 g of 22-day-old plants of *pCDF2*::CDF2-YFP/Col, *pDCL1*::DCL1-YFP/Col (as a positive control), *pDCL1*::*DCL1-YFP*/*cdf2*, and *pDCL1*::*DCL1-YFP*/Col crossed by *p35S*::*CDF2-HA*, wild-type (as a negative control) plants were fixed. After sonication. the total soluble nuclear proteins were extracted. A portion of each nuclear extract was immunoprecipitated with the RNA-Binding Protein Immunoprecipitation Kit according to the manufacturer’s protocol (Millipore), using Anti-GFP (Sigma) antibody-coupled magnetic A/G beads or IgG coupled magnetic protein A/G beads. 100μl of each nuclear protein was stored at -70°C for input preparation. RNAs were extracted from the immunoprecipitated products and each input. The resulting cDNAs from these RNAs were used for RT-PCR analysis, *actin* gene is used as an internal control.

## Supporting Information

S1 Fig The purified proteins resolved on a SDS polyacrylamide gel and detected by Coomassie light blue staining. (TIF) Click here for additional data file.

S2 Fig The expression levels of transgenes and phenotypes ofthe transgenic plants indicated. (A) The relative expression levels of *CDF2* and *DCL1* in *pCDF2*::CDF2-*HA/YFP* and *pDCL1*::*DCL1-YFP Arabidopsis* transgenic lines compared to corresponding genes in Col. Data are given as means ± SD (n = 3). (B) 24-day-old plants of indicated genotypes grown in long day photoperiods (16 hours light, 8 hours dark). (C) The time of flowering of the indicated genotypes shown in B. Data are mean ± SEM of 50 plants. (D) The number of rosette leaves at the time of flowering of the indicated genotypes shown in B. Data are means ± SEM of 50 plants.
(TIF) Click here for additional data file.

S3 Fig Yeast two hybrid assays show that a C terminal fragment of CDF2 interacts with DCL1-RBD. C4, aa 361–436; C5, aa 361–398; C6, aa 396–457; C7, aa 396–421, C8, aa 385–400.
(TIF) Click here for additional data file.

S4 Fig Comparision of miRNAs that are differently expressed in Col and *dcl1-9* mutant. The plants were grown for 22 days before tissues were collected for RNA extraction. Small RNA was isolated and sequenced by Illumina high-throughput sequencing.
(TIF) Click here for additional data file.

S5 Fig Northen blots of miRNAs in 22-day-old seedlings and inflorescences of Col and *cdf2*. (A) Northern blots show the levels of miRNAs in 22-day-old seedlings of Col and *cdf2* mutant. U6 serves as a loading control. (B) Northern blots show the levels of miRNAs in inflorescences of Col and *cdf2* mutant. U6 serves as a loading control.
(TIF) Click here for additional data file.

S6 Fig The relative expression levels of *DCL1* and *HYL1* in *p35S*::*CDF2-YFP/Col*, and *cdf2* mutant compared to corresponding genes in Col. Data are given as means ± SD (n = 3).
(TIF) Click here for additional data file.

S7 Fig The different effects of CDF2 on the bindings of DCL1-RBD to pri-miRNA167. (A)-(C) RNA EMSAs show the effect of CDF2 on the binding of DCL1-RBD to pri-miRNA167. (D) The quantitative analysis of RNA binding activities of Lane1-7 in Figs 4A and S7A-S7C. (E) RNA EMSAs show the binding of CDF2 to pri-miRNA167 is mainly mediated by its C-terminal fragment.
(TIF) Click here for additional data file.

S8 Fig Western blot analysis of the immunoprecipitated samples used for RIP assays. RIP assays were performed using 22-day-old plants, RNA fragments were immunoprecipitated with a GFP antibody. The CDF2-YFP and DCL1-YFP proteins were detected by an anti-GFP antibody.“*” stands for a nonspecific signal.
(TIF) Click here for additional data file.

S9 Fig The relative levels of pri-miRNAs in Col, *hyl1*, *cdf2*, and *hyl1/cdf2* lines examined by real-time PCR. The relative fold changes were normalized to *ACTIN*. Data are given as means ± SD (n = 3).
(TIF) Click here for additional data file.

S10 Fig The characterization of plants transformed with *p35S*::*CDF2-YFP*, *p35S*::*DCL1-YFP* and *pCDF2*::*CDF2-YFP*. (A) The relative expression levels of *CDF2*, *DCL1* and *CDF2* in *p35S*::*CDF2-YFP*, *p35S*::*DCL1-YFP* and *pCDF2*::*CDF2-YFP* transgenic lines compared to corresponding genes in Col. Data are given as means ± SD (n = 3). (B) Northern blots show that the CDF2 transgenic lines driven by its endogenous promoter do not affect the miRNA accumulation.
(TIF) Click here for additional data file.

S11 Fig The characterization of miR156 and miR172 overexpression lines in Col and *cdf2* backgrounds. The relative expression levels of *miR156* and *miR172* in Col, *p35S*::miR156/Col and *p35S*::miR156/*cdf2* or *p35S*::miR172/Col and *p35S*::miR172/*cdf2* lines were detected by qRT-PCR. Data are given as means ± SD (n = 3).
(TIF) Click here for additional data file.

S12 Fig The effect of CDF2 on the expressions of components involved in miRNA biogenesis. The relative expression levels of *DCL1*, *HYL1*, *SE*, *MOS2*, *CDC5*, *TOUGH*, *DDL*, *NOT2*, *CPL1* were detected by qRT-PCR in Col wild type, *cdf2* mutant and *CDF2* overexpression lines. Data are given as means ± SD (n = 3).
(TIF) Click here for additional data file.

S13 Fig The expression levels of miR156 and miR172 targeted genes. (A) The relative expressional levels of *SPLs* in Col, *cdf2* mutant, *p35S*::miR156/Col and *p35S*::miR156/*cdf2*. (B) The relative expressional levels of *AP2* in Col, *cdf2* mutant, *p35S*::miR172/Col and *p35S*::miR172/*cdf2*. Data are given as means ± SD (n = 3).
(TIF) Click here for additional data file.

S14 Fig Phenotypes of Col, *cdf2* and *hyl1* single mutants, and *cdf2/hyl1* double mutants. (A) 24-day-old plants of indicated genotypes grown in long day photoperiods (16 hours light, 8 hours dark). (B) The flowering time of the indicated genotypes shown in A. Data are mean ± SEM of 50 plants. (C) The number of rosette leaves at the time of flowering of the indicated genotypes shown in A. Data are means ± SEM of 50 plants.
(TIF) Click here for additional data file.

S1 Table The accumulation levels of miRNAs changed more than 1.5 fold in *cdf2* mutant. (DOC) Click here for additional data file.

S2 Table The accumulation levels of miRNAs changed more than 1.5 fold in *dcl1-9* mutant (DOC) Click here for additional data file.

S3 Table Oligonucleotide primer sequence Figure Legends (DOC) Click here for additional data file.

## References

[1] VazquezF, LegrandS, WindelsD (2010) The biosynthetic pathways and biological scopes of plant small RNAs. Trends in Plant Science 15: 337–345. 10.1016/j.tplants.2010.04.001 20427224

[2] ChapmanE, CarringtonJ (2007) Specialization and evolution of endogenous small RNA pathways. Nature Reviews Genetics 8: 884–896. 1794319510.1038/nrg2179

[3] YuB, BiL, ZhengB, JiL, ChevalierD, et al (2008) The FHA domain proteins DAWDLE in Arabidopsis and SNIP1 in humans act in small RNA biogenesis. Proc Natl Acad Sci U S A 105: 10073–10078. 10.1073/pnas.0804218105 18632581PMC2481372

[4] Jones-RhoadesM, BartelD, BartelB (2006) MicroRNAs and Their Regulatory Roles in Plants. Annu Rev Plant Biol 57: 19–53. 1666975410.1146/annurev.arplant.57.032905.105218

[5] HanM, GoudS, SongL, FedoroffN (2004) The Arabidopsis double-stranded RNA-binding protein HYL1 plays a role in microRNA-mediated gene regulation. Proceedings of the National Academy of Sciences 101: 1093–1098.10.1073/pnas.0307969100PMC32715614722360

[6] LobbesD, RallapalliG, SchmidtD, MartinC, ClarkeJ (2006) SERRATE: a new player on the plant microRNA scene. EMBO reports 7: 1052–1058. 1697733410.1038/sj.embor.7400806PMC1618363

[7] ManavellaP, HagmannJ, OttF, LaubingerS, FranzM, et al (2012) Fast-Forward Genetics Identifies Plant CPL Phosphatases as Regulators of miRNA Processing Factor HYL1. Cell 151: 859–870. 10.1016/j.cell.2012.09.039 23141542

[8] LaubingerS, SachsenbergT, ZellerG, BuschW, LohmannJU, et al (2008) Dual roles of the nuclear cap-binding complex and SERRATE in pre-mRNA splicing and microRNA processing in Arabidopsis thaliana. Proc Natl Acad Sci U S A 105: 8795–8800. 10.1073/pnas.0802493105 18550839PMC2426964

[9] RenG, XieM, DouY, ZhangS, ZhangC, et al (2012) Regulation of miRNA abundance by RNA binding protein TOUGH in Arabidopsis. Proc Natl Acad Sci U S A 109: 12817–12821. 10.1073/pnas.1204915109 22802657PMC3412041

[10] WuX, ShiY, LiJ, XuL, FangY, et al (2013) A role for the RNA-binding protein MOS2 in microRNA maturation in Arabidopsis. Cell Res 23: 645–657. 10.1038/cr.2013.23 23399598PMC3641593

[11] FornaraF, PanigrahiK, GissotL, SauerbrunnN, RühlM, et al (2009) Arabidopsis DOF Transcription Factors Act Redundantly to Reduce CONSTANS Expression and Are Essential for a Photoperiodic Flowering Response. Developmental Cell 17: 75–86. 10.1016/j.devcel.2009.06.015 19619493

[12] Moreno-RisuenoM, MartínezM, Vicente-CarbajosaJ, CarboneroP (2007) The family of DOF transcription factors: from green unicellular algae to vascular plants. Molecular Genetics and Genomics 277: 379–390. 1718035910.1007/s00438-006-0186-9

[13] PapiM, SabatiniS, BouchezD, CamilleriC, CostantinoP, et al (2000) Identification and disruption of an Arabidopsis zinc finger gene controlling seed germination. Genes Development 14: 28–33. 10640273PMC316352

[14] GualbertiG, PapiM, BellucciL, RicciI, BouchezD, et al (2002) Mutations in the Dof Zinc Finger Genes DAG2 and DAG1 Influence with Opposite Effects the Germination of Arabidopsis Seeds. The Plant Cell Online 14: 1253–1263.10.1105/tpc.010491PMC15077812084825

[15] KangH, SinghK (2000) Characterization of salicylic acid-responsive, arabidopsis Dof domain proteins: overexpression of OBP3 leads to growth defects. The Plant Journal 21: 329–339. 1075848410.1046/j.1365-313x.2000.00678.x

[16] ParkD, LimP, KimJ, ChoD, HongS, et al (2003) The Arabidopsis COG1 gene encodes a Dof domain transcription factor and negatively regulates phytochrome signaling. The Plant Journal 34: 161–171. 1269459210.1046/j.1365-313x.2003.01710.x

[17] PengZ, LuY, LiL, ZhaoQ, FengQ, et al (2013) The draft genome of the fast-growing non-timber forest species moso bamboo (Phyllostachys heterocycla) Nat Genet 45: 456–461. 10.1038/ng.2569 23435089

[18] ImaizumiT, SchultzTF, HarmonFG, HoLA, SA. K (2005) FKF1 F-box protein mediates cyclic degradation of a repressor of CONSTANS in Arabidopsis. Science 309: 293–297. 1600261710.1126/science.1110586

[19] WangL, SongX, GuL, LiX, CaoS, et al (2013) NOT2 proteins promote polymerase II-dependent transcription and interact with multiple MicroRNA biogenesis factors in Arabidopsis. Plant Cell 25: 715–727. 10.1105/tpc.112.105882 23424246PMC3608788

[20] ZhangS XM, RenG, YuB. (2013) CDC5, a DNA binding protein, positively regulates posttranscriptional processing and/or transcription of primary microRNA transcripts. Proc Natl Acad Sci U S A 110: 17588–17593. 10.1073/pnas.1310644110 24101471PMC3808604

[21] ChengTL WZ, LiaoQ, ZhuY, ZhouWH, XuW, QiuZ. (2014) MeCP2 suppresses nuclear microRNA processing and dendritic growth by regulating the DGCR8/Drosha complex. Dev Cell 28: 547–560. 10.1016/j.devcel.2014.01.032 24636259

[22] WagschalA, RoussetE, BasavarajaiahP, ContrerasX, HarwigA, et al (2012) Microprocessor, Setx, Xrn2, and Rrp6 co-operate to induce premature termination of transcription by RNAPII. cell 150: 1147–1157. 10.1016/j.cell.2012.08.004 22980978PMC3595997

[23] LiuF, BakhtS, C. D (2012) Cotranscriptional role for Arabidopsis DICER-LIKE 4 in transcription termination. science 335: 1621–1623. 10.1126/science.1214402 22461611

[24] FangY, SpectorD (2007) Identification of Nuclear Dicing Bodies Containing Proteins for MicroRNA Biogenesis in Living Arabidopsis Plants Curr Biol 17: 818–823. 1744257010.1016/j.cub.2007.04.005PMC1950788

[25] LiuQ, YanQ, LiuY, HongF, SunZ, et al (2013) Complementation of HYPONASTIC LEAVES1 by double-strand RNA-binding domains of DICER-LIKE1 in nuclear dicing bodies. Plant Physiol 163: 108–117. 10.1104/pp.113.219071 23886622PMC3762634

[26] FangY, DL S (2007) Identification of nuclear dicing bodies containing proteins for microRNA biogenesis in living Arabidopsis plants. Curr Biol 17: 818–823. 1744257010.1016/j.cub.2007.04.005PMC1950788

[27] EisenM, SpellmanP, BrownP, D B (1998) Cluster analysis and display of genome-wide expression patterns. Proc Natl Acad Sci 95: 14863–14868. 984398110.1073/pnas.95.25.14863PMC24541

[28] YanagisawaS (2002) The Dof family of plant transcription factors. TRENDS in Plant Science 7: 555–560. 1247549810.1016/s1360-1385(02)02362-2

[29] MenaM, CejudoF, Isabel-LamonedaI, CarboneroP (2002) A Role for the DOF Transcription Factor BPBF in the Regulation of Gibberellin-Responsive Genes in Barley Aleurone. Plant Physiology 130: 111–119. 1222649110.1104/pp.005561PMC166544

[30] FangX, CuiY, LiY, QiY. (2015) Transcription and processing of primary microRNAs are coupled by Elongator complex in Arabidopsis. NATURE PLANTS 10.1038/nplants.2015.7527250010

[31] KawaharaY, ZinshteynB, SethupathyP, IizasaH, HatzigeorgiouAG, et al (2007) Science. Redirection of silencing targets by adenosine-to-inosine editing of miRNAs 315: 1137–1140. 1732206110.1126/science.1138050PMC2953418

[32] YamagataK, FujiyamaS, ItoS, UedaT, MurataT, et al (2009) Maturation of MicroRNA Is Hormonally Regulated by a Nuclear Receptor. Molecular Cell 36: 340–347. 10.1016/j.molcel.2009.08.017 19854141

[33] HeoI, JooC, KimYK, HaM, YoonMJ, et al (2009) TUT4 in concert with Lin28 suppresses microRNA biogenesis through pre-microRNA uridylation. Cell 138: 696–708. 10.1016/j.cell.2009.08.002 19703396

[34] RybakA, FuchsH, SmirnovaL, BrandtC, PohlEE, et al (2008) A feedback loop comprising lin-28 and let-7 controls pre-let-7 maturation during neural stem-cell commitment. Nat Cell Biol 10: 987–993. 10.1038/ncb1759 18604195

[35] ViswanathanSR, DaleyGQ, RI. G (2008) Selective blockade of microRNA processing by Lin28. Science 320: 97–100 10.1126/science.1154040 18292307PMC3368499

[36] HeoI, JooC, KimY, HaM, YoonM, et al (2009) TUT4 in Concert with Lin28 Suppresses MicroRNA Biogenesis through Pre-MicroRNA Uridylation. Cell 138: 696–708. 10.1016/j.cell.2009.08.002 19703396

[37] HaganJ, PiskounovaE, GregoryR (2009) Lin28 recruits the TUTase Zcchc11 to inhibit let-7 maturation in mouse embryonic stem cells. Nat Struct Mol Biol 16: 1021–1025. 10.1038/nsmb.1676 19713958PMC2758923

[38] LuoY, GuoZ, L. L (2013) Evolutionary conservation of microRNA regulatory programs in plant flower development. Dev Biol 380: 133–144. 10.1016/j.ydbio.2013.05.009 23707900

[39] ChoSK, ChaabaneSB, ShahP, PoulsenCP, SW. Y (2014) COP1 E3 ligase protects HYL1 to retain microRNA biogenesis. Nat Commun 23: 10.1038/ncomms6867 25532508

[40] WangJW, CzechB, W D (2009) miR156-regulated SPL transcription factors define an endogenous flowering pathway in Arabidopsis thaliana. Cell 138: 738–749 10.1016/j.cell.2009.06.014 19703399

[41] WangJW, CzechB, D. W (2009) miR156-regulated SPL transcription factors define an endogenous flowering pathway in Arabidopsis thaliana. Cell 138: 738–749. 10.1016/j.cell.2009.06.014 19703399

[42] YangZ, WangX, GuS, HuZ, XuH, et al (2008) Comparative study of SBP-box gene family in Arabidopsis and rice. Gene 407: 1–11. 1762942110.1016/j.gene.2007.02.034

[43] ChenX (2004) A microRNA as a translational repressor of APETALA2 in Arabidopsis flower development Science 303: 2022–2025. 1289388810.1126/science.1088060PMC5127708

[44] LuC, FedoroffNV (2000) A mutation in the Arabidopsis HYL1 gene encoding a dsRNA binding protein affects responses to abscisic acid, auxin, and cytokinin. Plant Cell 12: 2351–2366. 1114828310.1105/tpc.12.12.2351PMC102223

[45] VazquezF, VaucheretH, RajagopalanR, LepersC, GasciolliV, et al (2004) Endogenous trans-acting siRNAs regulate the accumulation of Arabidopsis mRNAs. Mol Cell 16: 69–79. 1546982310.1016/j.molcel.2004.09.028

[46] JacobsenS, RunningM, MeyerowitzE (1999) Disruption of an RNA helicase/RNAse III gene in Arabidopsis causes unregulated cell division in floral meristems. Development 126: 5231–5243. 1055604910.1242/dev.126.23.5231

[47] CloughS, BentA (1998) Floral dip: a simplified method for Agrobacterium-mediated transformation of Arabidopsis thaliana. Plant J 16: 735–743. 1006907910.1046/j.1365-313x.1998.00343.x

[48] LiuQ, YanQ, LiuY, HongF, SunZ, et al (2013) Complementation of HYPONASTIC LEAVES1 by double-strand RNA-binding domains of DICER-LIKE1 in nuclear dicing bodies. Plant Physiol 163: 108–117. 10.1104/pp.113.219071 23886622PMC3762634

[49] NingJ, ZhangB, WangN, ZhouY, L. X (2011) Increased leaf angle1, a Raf-like MAPKKK that interacts with a nuclear protein family, regulates mechanical tissue formation in the Lamina joint of rice. Plant Cell 23: 4334–4347. 10.1105/tpc.111.093419 22207574PMC3269869

[50] SiurkusJ, Panula-PeräläJ, HornU, KraftM, RimselieneR, et al (2010) Novel approach of high cell density recombinant bioprocess development: optimisation and scale-up from microliter to pilot scales while maintaining the fed-batch cultivation mode of E. coli cultures. Microb Cell Fact 9.10.1186/1475-2859-9-35PMC289054320487563

[51] WangM, GuD, LiuT, WangZ, GuoX, et al (2007) Overexpression of a putative maize calcineurin B-like protein in Arabidopsis confers salt tolerance. Plant Mol Biol 65: 733–746. 1788251210.1007/s11103-007-9238-8

[52] LivakKJS, ThomasD. (2001) Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2−ΔΔCT Method. Methods 25: 402–408. 1184660910.1006/meth.2001.1262

[53] SalehA, Alvarez-VenegasR, Z. A (2008) An efficient chromatin immunoprecipitation (ChIP) protocol for studying histone modifications in Arabidopsis plants. Nat Protoc 3: 1018–1025. 10.1038/nprot.2008.66 18536649

[54] JeffersonR.A., KavanaghT.A., and BevanMW (1987) GUS fusions: Beta-glucuronidase as a sensitive and versatile gene fusion marker in higher plants. EMBO J 6: 3901–3907. 332768610.1002/j.1460-2075.1987.tb02730.xPMC553867

[55] LangmeadB, TrapnellC, PopM, SalzbergS (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology 10: R25 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[56] Griffiths-JonesS, SainiH, van DongenS, EnrightA (2008) miRBase: tools for microRNA genomics. Nucleic Acids Research 36: D154–D158. 1799168110.1093/nar/gkm952PMC2238936

[57] TerziLC, and SimpsonGG (2009) Arabidopsis RNA immunoprecipitation. Plant J 59: 163–168. 10.1111/j.1365-313X.2009.03859.x 19419533

How the deposited data were processed for this re-analysis (not part of the article)

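Small RNA libraries of 22-day-old Col, cdf2 and dcl1-9 seedlings were analysed from the files the authors deposited, with 1 library per genotype. The authors isolated small RNAs, sequenced them on the Illumina platform, trimmed adaptors, mapped the reads with Bowtie to hairpins of miRBase 15, aligned them to version 16 of the miRNA database, and deposited raw counts of reads per miRNA. Many members with one mature sequence have nearly the same count, so that a read can stand in several counts, but others differ widely, as miR156a and miR156d do, and the paper's text does not name the rule. The authors also deposited a table for each mutant against Col with RPM values, which are the counts scaled to a library total given in the same table, a log2 fold change and a p-value per miRNA, whose test is not named in the paper's text. In the dcl1-9 table the authors wrote 0 reads as 0.01 RPM. The tables hold 194 miRNAs for cdf2 and 195 for dcl1-9, and in both the larger of the 2 RPM values is at least 1.07.

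The counts were scaled to RPM by the total reads the paper states, which are 11489298 for Col, 12349211 for cdf2 and 13081202 for dcl1-9. The paper's methods name the total numbers of perfectly aligned reads for normalization, without giving totals for the miRNA hairpins. The scale used here is therefore not that of the paper's methods. The RPM values the authors deposited rest on other totals, which are 14073145 reads for Col, 14406060 for cdf2 and 9443719 for dcl1-9. Whether those are the perfectly aligned reads of the methods is not stated. In Col the genome-matched reads (1323329) are fewer than the miRNA reads with 1 member per family (2669903), so they cannot be a total that includes these miRNA counts, and what they count is not known. The choice of total reads was made before the data were examined, as were the alternatives, which were the sum of all miRNA reads, the genome-matched read numbers of the paper, DESeq2's median-of-ratios size factors, edgeR's TMM normalization, the authors' deposited values, filters of at least 10 reads, 1 read added to each count, rows with identical counts in a family counted once, and edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4 in place of Fisher's exact test. The totals and p-values of the deposited tables and a minimum of 1 RPM were added after seeing the data. A miRNA was detected in a pair of libraries with at least 1 read in both, and changed with a fold change of at least 1.5. Fisher's exact tests were two-sided, on the reads of a miRNA against the rest of each library, with Benjamini-Hochberg adjustment and a threshold of 0.05. They compare libraries and not genotypes, and no replicate test is possible. Counts of 3 or fewer reads were taken as the floor, which is 0.261 RPM in Col, 0.243 in cdf2 and 0.229 in dcl1-9, and folds against it are written as at least that fold. They do not cover counting error, under which a fold can be smaller. Intervals are at 95%. Those of fold changes cover counting error only, by the Clopper-Pearson method. Those of medians (order statistics), of the share of miRNAs that were lower (Wilson method) and of comparisons between families (bootstrap) are taken across miRNAs or families. These are not independent replicates. Reads were not marked with molecular identifiers, so they are not independent molecules.

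The miRNAs named were set before the data were examined as the families and members the paper names, the 5 largest rises and the 5 largest falls among miRNAs with at least 100 reads in a pair of libraries, for each mutant, and the 5 most abundant in Col, which were miR157c, miR157b, miR157a, miR156d and miR166a, with between 4.29% and 5.64% of the Col total each. In dcl1-9 no miRNA with at least 100 reads rose, and the 5 smallest falls were named instead. miR854a to miR854e are tied in rank. The rule that selects the miRNAs discussed first in the closing section was set after values were seen, and its 1.5-fold limit replaced a 2-fold limit considered first. miR158a, miR161.2, miR5026, miR5029, miR854c, miR854d, miR854e and miR5635d are named outside that rule, after their values were seen. Mature sequences were located in the TAIR10.1 assembly through its RefSeq annotation.

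The calls were tested on data for 248 miRNAs, simulated from the Col counts and library totals. Known changes were held by 55 of these miRNAs when only counting error was simulated. With a coefficient of variation of 0.4 between libraries, 57 held them. Fisher's exact test called 92.7% of the changed miRNAs and 1 of the 193 unchanged ones when only counting error was simulated. With a coefficient of variation of 0.4 between libraries, it called 69 of 191 unchanged miRNAs, and edgeR's exact test at that value called 0 of them and 69.2% of the 13 miRNAs with at least 100 reads that changed 10-fold, but 0% of the 14 such miRNAs that changed 3-fold. A first version of the simulation held only 3-fold changes, and the 10-fold changes were added after edgeR's test called none of those. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. The qRT-PCR, ChIP, RIP, blot and flowering experiments were not analysed here.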

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

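The questions asked here were chosen after the results were seen. The scalings, Fisher's exact test and edgeR's exact test used for them were set before the data were examined. Some miRNAs that the paper does not discuss had a higher RPM in cdf2 than in Col, by at least 1.5-fold and beyond counting error. They had at least 100 reads in both libraries together, and the limit of 1.5-fold was also set after values were seen. These were miR857 (69 reads in Col, 2.24-fold), miR869.2 (667 to 1428 reads, 1.99-fold), miR854a to miR854e, which are 1 sequence with the same counts (57 to 111 reads, 1.81-fold), and miR5635d (542 to 901 reads, 1.55-fold). The largest adjusted p of Fisher's exact test among them was 0.000617, but a small p was part of their selection and is no separate test of counting error. The library total is another explanation. For miR869.2, the lowest fold change over the scalings was 1.13 (95% counting interval 1.03 to 1.25), which argues against it. For miR857 and miR854, the lowest values were 1.27 and 1.03, with intervals that include 1, and for miR5635d the lowest was 0.881. These lowest values come from the genome-matched reads, which in Col are fewer than the miRNA reads, and under the other scalings the fold changes were at least those by total reads. The total and a rise in cdf2 cannot be told apart for these, because what the genome-matched reads count is not known. Members of the miR5635 family share one annotated sequence but are listed with 216 to 542 reads in Col, so the count of miR5635d is uncertain as well.

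Variation between libraries of one genotype stays open for all of these miRNAs. With an assumed coefficient of variation of 0.4, the adjusted p of edgeR's exact test was 1 for each, but this test called 0 of the 14 simulated 3-fold changes of miRNAs with at least 100 reads, so it could not have called rises of this size and says nothing about them. At an assumed 0.2 the smallest adjusted p was 0.178. With 1 library per genotype the variation itself cannot be measured. An effect of the cdf2 mutation on these miRNAs was not tested beyond this comparison of 2 libraries. In TAIR10.1, miR857 lies on the minus strand of chromosome 4 from 7878198 to 7878218, miR869.2 on the minus strand of chromosome 5 from 15891614 to 15891634, and miR5635d on chromosome 4 from 1024077 to 1024097, in an intron of AT4G02320 on the opposite strand. The miR854 sequence has 12 sites in the assembly.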

How the results depend on the processing

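The results were recomputed with one choice changed at a time. Single miRNAs were recomputed under 4 other scalings, families also through the most abundant member, and the filters, the added read and the merging of identical counts were applied to the counts of miRNAs where they were planned. No paired analysis was possible because each genotype has 1 library. By total reads, 140 miRNAs changed in cdf2 (95 lower, 45 higher), and 140 had reads in both Col and dcl1-9 (138 lower by at least 1.5-fold, 1 higher). Detection in both Col and cdf2 stayed between 186 and 257 miRNAs.

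The sum of miRNA reads, DESeq2's size factors and TMM take miRNAs as a whole to be unchanged by construction, so they remove a change common to most miRNAs. With the sum of miRNA reads, 21 miRNAs were lower and 116 higher in cdf2, and the median log2 fold change was 0.45 in cdf2 and -0.21 in dcl1-9. In dcl1-9, 57 were lower and 57 higher, and 73.4% were lower at all. Of the mature miRNAs of the 19 pri-miRNAs, 9 changed. In cdf2, the direction reversed for the families miR157 (1.04), miR160 (1.79) and miR164 (1.21) and for miR157a (1.03), miR157c (1.03) and miR164a (1.27). In dcl1-9, it reversed for the families miR160 (5.92), miR166 (1.74) and miR395 (1.13) and for miR839 (13.3), miR5642a (10.4), miR5642b (7.71), miR160a (6.36) and miR160c (6.11).

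With DESeq2's size factors, 41 miRNAs were lower and 76 higher in cdf2, and the median log2 fold change was -0.0088 in cdf2 and -0.049 in dcl1-9. In dcl1-9, 56 were lower and 58 higher, and 73.0% were lower at all. Of the 19 mature miRNAs, 8 changed. The miR160 family reversed in cdf2 (1.30). In dcl1-9, the direction reversed for the families miR160 (6.63), miR166 (1.95) and miR395 (1.26) and for miR839 (14.9), miR5642a (11.6), miR5642b (8.63), miR160a (7.12) and miR160c (6.84).

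With TMM, the median log2 fold change was -0.16 in cdf2 and 0.43 in dcl1-9. In dcl1-9, 51 were lower and 69 higher, and 67.6% were lower at all. The miR160 family reversed in cdf2 (1.17). In dcl1-9, the direction reversed for the families miR156 (1.04), miR160 (9.23), miR166 (2.72) and miR395 (1.76) and for miR839 (20.7), miR5642a (16.2), miR5642b (12.0), miR160a (9.91) and miR160c (9.52).

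With the genome-matched reads, 182 miRNAs were lower and 12 higher in cdf2, 161 changed beyond counting error, and the median log2 fold change was -1.21. The direction in cdf2 reversed for the families miR172 (0.626), miR319 (0.885) and miR395 (0.937) and for miR172a (0.625), miR172b (0.625) and miR395b (0.988). The scale lowers all cdf2 values by construction. These reversals rest on a number that in Col is smaller than the miRNA reads themselves, and why was not tested.

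With at least 10 reads in each library, 84 miRNAs changed in cdf2, 63 lower and 21 higher, and in dcl1-9 62 were lower and 0 higher, since fewer miRNAs were compared. With at least 10 reads in both libraries together, 0 were higher in dcl1-9. Under both filters 100% were lower in dcl1-9. With 1 read added to each count, over all miRNAs with a read in either library, 257 were lower and 5 higher in dcl1-9, and 97.7% were lower at all. In the authors' deposited tables, 26 miRNAs were higher in cdf2, 0 were higher in dcl1-9, 100% were lower in dcl1-9, and the median log2 fold change in dcl1-9 was -6.20. With the authors' p-value under 0.05, chosen after seeing the data, 79 changed in cdf2 (59 lower, 20 higher), and under 0.01, 73 changed (54 lower, 19 higher). With a minimum of 1 RPM, also chosen after seeing the data, 26 were higher. The cause of these differences was not tested beyond the number of miRNAs compared.

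By Fisher's exact test 80 miRNAs changed beyond counting error in cdf2, and edgeR's exact test called 9 at an assumed coefficient of variation of 0.2 (4 lower, 5 higher), and 0 at 0.4, where 6 had an unadjusted p under 0.05 and where 0 of 14 simulated 3-fold changes of miRNAs with at least 100 reads were called. The variation between libraries of one genotype cannot be estimated here, and the assumed values decide this number. Among single miRNAs and families, 69 other values stayed within their counting interval, 155 moved beyond it in the same direction, and 39 reversed, as given above. Depth limits miR170, miR398b and miR394 in cdf2, with 17, 19 and 3 reads for each in Col, and 106 of the 201 miRNAs with at least 10 Col reads in dcl1-9, where folds are taken against the floor.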

Differences from the paper's values

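The number of miRNAs that changed by at least 1.5-fold in cdf2 was 140, against the paper's 72. The 140 are of 257 miRNAs with at least 1 read in both libraries, without a test. The paper's 72 are of 195 detected miRNAs, and it calls the falls among them significant, so the 2 numbers rest on unlike sets. Of the alternatives set before the data were examined, at least 10 reads in each library gave 84 and the authors' deposited table 94, both within 1.5 times the paper's number, while the other scalings and filters gave 117 to 194. The number lower in cdf2 was 95, against the paper's 52. At least 10 reads in each library gave 63, the authors' deposited table 68, edgeR's TMM normalization 66 and DESeq2's size factors 41, which are within 1.5 times the paper's number, and the other alternatives set before the data were examined are not. The number higher in cdf2 was 45, against the paper's 20. At least 10 reads in each library gave 21 and the authors' deposited table 26, and the other alternatives set before the data were examined stayed outside 1.5 times the paper's number. Chosen after seeing the values, a p-value under 0.01 in the authors' deposited table gave 73 changed, 54 lower and 19 higher, a p-value under 0.05 gave 79, 59 and 20, and a minimum of 1 RPM gave 102, 76 and 26.

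The miR156 family had a fold change of 0.518 in cdf2 by total reads, against the paper's blot level of about 0.8 in Fig 2B, read by eye. The sum of miRNA reads (0.937), DESeq2's size factors (0.680) and TMM (0.614) gave values within 1.5 times of it, and the genome-matched reads (0.295) and the most abundant member (0.468) did not. The miR319 family had a fold change of 1.55, against the paper's about 3.6 in Fig 2B, read by eye. Only the sum of miRNA reads (2.81) came within 1.5 times of it among the alternatives set before the data were examined. The miR172 family had a fold change of 1.10, against the paper's about 4.8 in Fig 2B, read by eye, and none of the alternatives set before the data were examined closed the gap. In dcl1-9, the miR156 family had a fold change of 0.0251, against the paper's about 0.2 in Fig 5A, read by eye. None of the alternatives set before the data were examined closed the gap, with values of 0.666 with the sum of miRNA reads, 0.0318 with the genome-matched reads, 0.745 with DESeq2's size factors, 1.04 with TMM and 0.0151 for the most abundant member.

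The paper states that the mature miRNAs of its tested pri-miRNAs all changed by at least 1.5-fold, and here miR172a (1.10) and miR172b (1.10) did not by total reads. Nor did miR164a (0.701), for whose precursor, pri-miR164a, the paper elsewhere states no change in cdf2. With the genome-matched reads, 18 of the 19 did, with miR164a at 0.399 and miR172a and miR172b at 0.625, the latter below Col where the paper has miR172 above it. With the sum of miRNA reads, miR172a and miR172b reached 1.98.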

Other observations

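The questions and tests here were chosen after the results were seen, except that the scalings were set before the data were examined. More miRNAs were lower than higher in cdf2 when scaled to total reads. The paper's counts of distinct sequences are 2.61 times as many in cdf2 as in Col, so other small RNAs could dilute all miRNAs alike. Taking the member with the most Col reads, the 16 families with at least 10000 reads had a median log2 fold change of -0.75 and the 92 families with at least 10 but fewer reads than that one of -0.28, a difference of -0.48 (95% bootstrap interval over families -0.75 to -0.14). Families therefore changed unevenly, but this does not show that the excess of lower miRNAs would stay without a common factor. With a common factor removed, 66 were lower and 57 higher with TMM, 41 and 76 with DESeq2's size factors, and 21 and 116 with the sum of miRNA reads, although these scalings centre the changes by construction. An even dilution and a fall of many miRNAs in cdf2 cannot be told apart from the read counts for this reason. The paper's blots, with U6 as loading control, do not rest on library totals. Read by eye from Fig 2B, they stood at about 0.8 for miR156, 0.7 for miR167 and miR165, 0.5 for miR171 and 0.4 for miR170. Those of miR160, miR172 and miR319 stood at about 1.2, 4.8 and 3.6. The readings have no spread and cover few families, so they do not settle the split among all miRNAs. Counting shared reads once per member does not produce the excess seen by total reads, since 42 families were lower and 23 higher by that scale, a ratio of 1.83 against 2.11 among the single miRNAs. An effect of the mutation and one of the preparation of the 2 libraries both stay open.

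Members annotated with one mature sequence mostly have nearly the same count, but some do not. miR160b is listed with 13 reads in Col beside 121 for miR160a, and miR319b with 11 beside 154 for miR319a. A candidate explanation is that reads reaching into the flanking bases were counted. In 7 other families, pairs of members that differ in a flanking base had a median ratio of counts of 1.005, and in 19 families pairs with the same flanking bases had a median ratio of 1. Single families go both ways. miR169i, miR169j, miR169l and miR169n have 189 reads each in Col, and miR169h, miR169k and miR169m, with another base after the shared sequence, have 56 to 59, as the explanation would have it. Against it, miR3932a and miR3932b, with the same adjoining bases, have 7 and 56 reads, and the miR5635 members, also with the same ones, have 216 to 542. The explanation therefore cannot be told apart from others. These families were picked after their values were seen. No biological explanation was tested.

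A few miRNAs kept more of their reads in dcl1-9 than others, among them miR839, with a precursor of 264 bases, and miR5642a, with one of 374 bases. A long precursor that is cut without DCL1 might explain this. Across 51 families with at least 100 reads in Col, leaving out miR5642, the share of reads kept did not rise with precursor length (Spearman's rho -0.0354, 95% bootstrap interval -0.33 to 0.28), and the interval is too wide to exclude a moderate relation. miR839 has fewer than 100 reads in Col and is not among these families. The 5 miRNAs with the smallest falls have at least 33 reads in dcl1-9, which follows from how they were picked and tests nothing about the floor of detection. An effect of the dcl1-9 mutation that differs between miRNAs stays open.

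The percentages the paper gives beside its genome-matched reads equal its distinct sequences divided by its genome-matched reads, which are 54.98% for Col, 75.97% for cdf2 and 53.42% for dcl1-9. The genome-matched reads divided by the total reads are 11.5% for Col, 20.2% for cdf2 and 9.08% for dcl1-9.

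The miR164 family, whose blot level the paper shows in Fig 5A, fell from 22233 reads in Col to 15946 in cdf2, a fold change of 0.667, and miR164c fell more than miR164a and miR164b, which had fold changes of 0.249, 0.701 and 0.701. The family value was 1.21 when scaled to the sum of miRNA reads.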
